# MicroRNA and mRNA Signatures in Ischemia Reperfusion Injury in Heart Transplantation

**DOI:** 10.1371/journal.pone.0079805

**Published:** 2013-11-20

**Authors:** Liangyi Zhou, Guoyao Zang, Guangfeng Zhang, Hansong Wang, Xusheng Zhang, Nathan Johnston, Weiping Min, Patrick Luke, Anthony Jevnikar, Aaron Haig, Xiufen Zheng

## Abstract

Ischemia reperfusion (I/R) injury is an unavoidable event occurring during heart transplantation, leading to graft failures and lower long-term survival rate of the recipient. Several studies have demonstrated that microRNAs (miRNAs) are vital regulators of signalling pathways involved in I/R injury. The present study aims to quantify the altered expression levels of miRNA and mRNA upon I/R injury in a mouse heart transplantation model, and to investigate whether these miRNA can regulate genes involved in I/R injury. We performed heterotopic heart transplantation on mouse models to generate heart tissue samples with I/R and non-I/R (control). The expression levels of miRNAs as well as genes were measured in heart grafts by microarray and real time RT-PCR. miRNA alteration in cardiomyocytes exposed to hypoxia was also detected by qRT-PCR. We observed significant alterations in miRNA and gene expression profile after I/R injury. There were 39 miRNAs significantly downregulated and 20 upregulated up to 1.5 fold in heart grafts with I/R injury compared with the grafts without I/R. 48 genes were observed with 3 fold change and p<0.05 and 18 signalling pathways were enriched using Keggs pathway library. Additionally, hypoxia/reperfusion induced primary cardiomyocyte apoptosis and altered miRNA expression profiles. In conclusion, this is the first report on miRNA expression profile for heart transplantation associated with I/R injury. These findings provide us with an insight into the role of miRNA in I/R injury in heart transplantation.

## Introduction

Since the 1970s, heart failure (HF) prevalence has been increasing in the world as a consequence of a decline in coronary artery and cerebrovascular disease mortality [1]. Although there are many treatments available for HF patients, heart transplantation remains the best option for long-term survival for end-stage HF patients [2]. However, this effective treatment for heart failure is severely affected by ischemia reperfusion (I/R) injury occurring during transplantation.

Despite major achievements in heart transplantation, I/R injury is a major contributing factor in graft failure and longer ischemia time has shown to lower the long-term survival rate, especially for older patients [3]. In addition, due to a shortage of donors, physicians are forced to enlarge the donor pool by accepting marginal organs, which include organs from elderly or ill patients, and thus they are more susceptible to I/R injury [3]. Currently, there are no effective treatments against ischemia reperfusion injury. It is important to explore new alternative mechanisms involved in I/R injury during heart transplantation.

miRNAs are endogenous, short, non-coding single-stranded RNAs that are approximately 20 nucleotides in length. miRNAs have emerged as a key player in physiology as well as pathophysiology attributable to its ability to downregulate gene expression through mRNA destabilization/degradation and translation repression by binding onto either 3′ UTR or 5′UTR of the mRNA [4]. Several studies have shown that miRNAs have the ability to regulate the expression profiles of genes in signalling pathways associated with heart diseases, including heart failure, hypertrophy, and ischemia reperfusion injury [5]. Therefore, it is crucial to examine the role of miRNA in heart transplantation and its implications for I/R signalling pathways. In this study, for the first time, we report miRNA expression profiles in I/R injured heart grafts and also investigated mRNA expression profiles that may be affected by miRNAs.

## Materials and Methods

### Animals

Eight weeks old C57BL/6 mice were purchased from Charles River Laboratory (Canada). All procedures involving mouse breeding and surgery were performed according to the guidelines of the Canadian Council of Animal Care and were approved by the Animal Use Subcommittee at the University of Western Ontario, Canada.

### Induction of Cold Ischemia Reperfusion Injury and Heart Transplantation

C57BL/6 mice were anesthetized with ketamine/protophin and injected with 1 ml heparin. Donor hearts were excised from mice and heterotopically implanted into the peritoneal cavity with the donor aorta anastomosed to the recipient abdominal aorta and the pulmonary artery connected to the inferior vena cava. For induction of cold I/R injury, donor hearts were preserved with University of Wisconsin (UW) solution at 4°C for 18 hours before implantation. Meanwhile, the rest of the excised heart was immediately implanted into the recipient to generate non cold ischemia injury heart (non-I/R) as controls. At the endpoint of experiments, mice were sacrificed by injection over dose of ketamine/protophin and heart grafts were harvested for future studies.

### Histological Analysis

At 24 hours post-transplantation, heart grafts were collected from mice and tissue slices were fixed in 10% formalin and processed for histology examination using standard techniques. Formalin tissue was embedded in paraffin and 5 µm sections were stained with hematoxylin and eosin stain (H&E).

### Myeloperoxidase (MPO) Activity

To detect neutrophil infiltration, MPO activity was detected in heart tissues. Paraffin tissue sections were stained with MPO antibody (Santa Cruz, San Diego, CA) following the manufacturer’s instruction. Each slide was examined by light microscopy at 200× magnification.

### Terminal Deoxynucleotidyl Transferase-mediated dUTP Nick End Labelling (TUNEL) Assay

To detect cell apoptosis in heart grafts, TUNEL assay was performed on paraffin tissue sections using an in situ cell death detection kit according to the manufacturer’s instruction (Roche, Mississauga, ON, Canada). Sections were counter-stained with hematoxylin. Each slide was examined by light microscopy at 200× magnification.

### microRNA/RNA Extraction

Fresh heart tissues or primary cardiomyocytes were collected and subjected to the extraction of miRNA/RNA. miRNAs were extracted using a miRNeasy mini Kit (Qiagen, Ontario, Canada). RNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Palo Alto, CA) and the RNA 6000 Nano kit (Caliper Life Sciences, Mountain View, CA). One microgram of total RNA was used to synthesize cDNA for measuring miRNA expression using miRScript II kit (Qiagen, Ontario, Canada) according to the manufacturer’s manual.

### miRNA Microarray

All sample labeling and GeneChip processing were performed at the London Regional Genomics Centre (Robarts Research Institute, London, Ontario, Canada; http://www.lrgc.ca). One microgram of total RNA was labeled using the Flash Tag Biotin HSR kit from Genisphere (http://www.genisphere.com/array_detection_flashtag_biotin.html). Samples were then hybridized to Affymetrix miRNA 3.0 arrays for 16 hours at 48°C. All washing steps were performed by a GeneChip Fluidics Station 450 and GeneChips were scanned with the GeneChip Scanner 3000 7 G (Affymetrix, Santa Clara, CA) using Command Console v3.2.4. Partek was used to determine ANOVA p-values and fold changes for miRNAs. Species annotations were added and used to filter only those miRNA found in *Mus musculus*. miRNA expression data were submitted to the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE50885.

### Gene Expression Microarray

Single stranded complementary DNA (sscDNA) was prepared from 200 ng of total RNA as per the Ambion WT Expression Kit for Affymetrix GeneChip Whole Transcript WT Expression Arrays (http://www.ambion.com/techlib/prot/fm_4411973.pdf, Applied Biosystems, Carlsbad, CA). Total RNA was first converted to cDNA, followed by *in vitro* transcription to make cRNA. 5.5 µg of single stranded cDNA was synthesized; end labeled and hybridized, for 16 hours at 45°C, to Mouse Gene 1.0 ST arrays. All washing steps were performed by a GeneChip Fluidics Station 450 and GeneChips were scanned with the GeneChip Scanner 3000 7 G (Affymetrix, Santa Clara, CA) using Command Console v3.2.4. Partek was used to determine ANOVA p-values and fold changes for genes. Gene expression data were submitted to the National Center for Biotechnology Information Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE 50884.

### Quantitative Reverse Transcriptase-polymerase Reaction (q-PCR) for miRNA Expression

miRNAs were extracted from I/R and non-I/R heart tissues using miRNeasy mini Kit (Qiagen, Ontario,Canada), then cDNA were synthesized using miRScript II RT Kit (Qiagen, Ontario). Synthesized cDNA samples were then subjected to real time RT-PCR (Stratagene mx3005P) using miRScript SYBR Green PCR Kit (Qiagen, Ontario) according to instruction of the kit supplier. Thermal profiling for the real time PCR was an initial activation step at 95°C for 10 mins, followed by 40 cycles of: 95°C for 15 s, 55°C for 30 s, 70°C for 30 s. Expression levels between I/R and non-I/R were quantitatively compared using the ΔΔCt method with SNorD6 as the endogenous control for miRNA expression.

### Primary Neonatal Cardiomyocytes Culture

Neonatal ventricular cardiomyocytes were cultured as described by the Feng group [6]. Briefly, ventricular tissues from C57BL/6 mice were isolated and minced within 24 h after birth. Subsequently, cardiomyocytes were dispersed by incubation in a D-Hank’s buffer supplemented with 0.5 mg/ml Liberase (Roche, Worthington Biochemical, Lakewood, NJ) and the cellular suspension was filtered through a polypropylene macro porous filter (mesh opening 105 µm, Spectra Mesh; Spectrum Medical Industries). The suspension was then centrifuged at 200 *g* for 5 min, and the cellular pellet was suspended in medium 199 (M199) with 10% FBS and penicillin-streptomycin (50 µg/ml; GIBCO-BRL). The cellular suspension was pre-plated for 1.5 h at 37°C in 5% CO_2_ to remove any non-cardiomyocytes. Cell density was adjusted to 10^6^ cells/ml using M199 supplemented with 10% FBS, and cells were seeded (5 × 10^5^) in polystyrene, nonpyrogenic24-well culture plates (Becton Dickinson, Franklin Lakes, NJ) precoated with 1% gelatin. Cells were incubated in 5% CO_2_ at 37°C.

### Hypoxia/Reperfusion Model for Cell Culture

Isolated primary cardiomyocytes were cultured in a 24 well plate pre-coated with 1% gelatine for overnight. Culture medium were replaced by 250 µl deoxygenated DMEM medium without FBS and antibiotics and then placed in a chamber with 2% O_2_ at 37°C for 45 min. After hypoxia, cells were reoxygenated by adding 250 µl of complete medium supplemented with 10% FBS and cultured at 5% CO_2,_ 37°C, for 24 h.

### Annexin-V Staining and Flow Cytometry

Cardiomyocytes were harvested using Trypsin and suspended in PBS solution with 2% FBS. Cells were double stained with Annexin-V and PI using Annexin-V kit (ebioscience, San Diego, CA) according to the manufacturer’s instruction. The fluorescence from the stained cells was measured by flow cytometry (BD bioscience, San Jose, CA).

### Potential miRNA Targets

For selected miRNA that were significantly altered by I/R injury in heart transplantation, online computational algorithm analyses (Targetscan and FINDTAR3) were used to predict potential target genes. Based on scientific literature, target genes that are known to be involved in I/R injury pathways were selected for further analysis.

### Gene Expression

Total RNA isolations were performed using the TRIzol reagent (Invitrogen), and cDNA was synthesized using oligo-(dT) primer and reverse transcriptase (Invitrogen) according to the manufacturer’s protocol. Synthesized cDNA samples were then subjected to real time RT-PCR (Stratagene mx3005P and Bio-Rad CFX) with SYBR Green and a final primer concentration of 80 nM. Thermal profiling for the real time PCR was the initial activation step at 95°C for 10 mins, followed by 40 cycles of: 95°C for 30 s, 58°C for 30 s, 72°C for 30 s. Expression levels between I/R and non-I/R were quantitatively compared using the ΔCt method with mouse glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as the endogenous control for target gene expression.

### Western Blotting

Heart tissues were homogenized with RIPA buffer containing 5 µg/ml PMSF as the manufacturer’s instruction (Invitrogen, Life Tech., Ontario, Canada) and centrifuged at 10,000 g for 10 mins. Protein concentration was measured using a Bradford assay (Bio-Rad, Mississauga, Ontario, Canada). 40 µg of total proteins were separated by 12% SDS-PAGE and transferred onto nitrocellulose membranes. After blocking for 1 h in TBS supplemented with 5% milk and 0.1% Tween20, membranes were blotted with rabbit anti mouse polyclone angiopoietin 1 Ab (used at 1∶500 dilution, Abcam. Toronto, ON, Canada) and developed using HRP-conjugated anti-rabbit IgG (1∶5,000 dilution) (Santa Cruz, Dallas, Texas) and enhanced chemiluminescence (Bio-Rad).

### Statistical Analysis

All data are presented as means ± SEM. Statistical comparisons between two groups were performed using student’s t-test and ANOVA was applied for the microarray data. Statistical significance was determined as P<0.05.

## Results

### I/R Induced Cardio Graft Damage

Currently during organ transplantations, donor organs are preserved using a hypothermal static method to reduce ischemia reperfusion injury. Thus, I/R injury in organ transplantation is usually referred to as cold I/R, differentiating it from that in non-transplanted. Accordingly, we used this hypothermal static method to preserve donor organs for a variety of periods in order to induce cold ischemia-reperfusion injury. Histopathological staining (H&E, apoptosis and neutrophil infiltration) were applied to assess the severity of I/R injury in grafts. We found that 18 h cold ischemia induced I/R injury - supported by results from H&E, TUNEL assay, and MPO assay. H&E staining (Figure 1A) shows disrupted architecture, necrosis, and degeneration in I/R groups compared to the control (non-I/R) group. TUNEL assay (Figure 1B) shows an increased number of apoptotic cells in I/R groups. As shown by MPO assay (Figure 1C), increased myeloperoxidase activity was observed in the I/R group, indicating there are neutrophils infiltrating into grafts.

**Figure 1:**
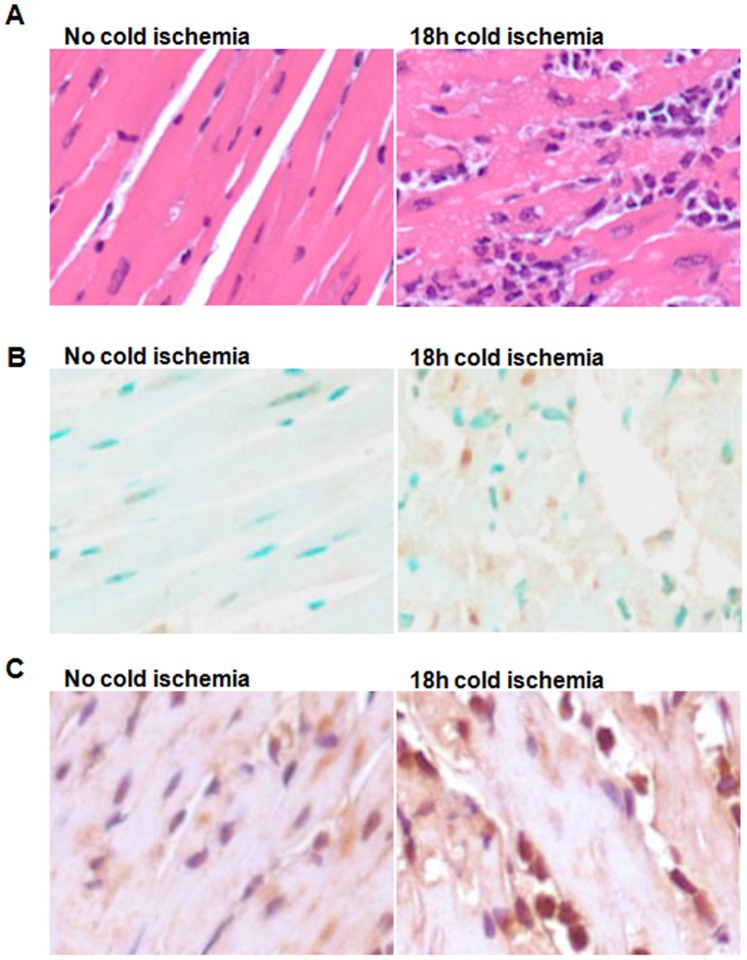
18 h cold ischemia-reperfusion caused I/R injury in heart grafts. Donor hearts were isolated from C57BL/6 mice, infused with UW solution and preserved in UW solution at 4°C for 18 h. After 18 h preservation, donor hearts were implanted into syngeneic recipient C57BL/6 mice. At day 2 after transplantation, the heart grafts were harvested and fixed in 10% formalin. The paraffin heart sections were subjected to HE staining, TUNEL assay, and MPO assay. (**A**) HE staining. (**B**) TUNEL assay for apoptosis. (**C**) MPO assay. Representative images were from experiments.

### I/R Injury Altered miRNA Expression Profiles in Heart Grafts

In order to characterize the miRNA expression profile that regulates genes involved in I/R injury in heart transplantation, we performed a microarray assay using Affymatrix: GeneChip miRNA 3.0 Array that contains 1111 mouse probe sequences. Heart grafts (n = 3/group) with I/R or with non-I/R (control) were collected to extract miRNA at day 2 post transplantation. Microarray assays showed that miRNA were expressed differentially in heart grafts. A total of 59 miRNA were significantly altered with the criteria of 1.5 fold change with *P*<0.05 (Table 1). Out of the 59 altered miRNAs, 39 were downregulated in heart grafts with I/R injury compared with the grafts without I/R, while 20 miRNA were upregulated (Table 1). As shown in a pie graph of miRNA distribution based on their fold changes in expression (Figure 2A), the majority of altered miRNA (49 out of 59) fell into the range of 1.5 to 3 fold up or downregulation. Only ten miRNAs (five up-regulated and another five down-regulated) displayed over three fold changes between two groups. Each individual altered miRNA with >3 fold change is shown in Figure 2B, indicating that the miRNA changes fit a Poisson distribution. Additionally, signalling pathway enrichment analysis was conducted based on miRNAs with 1.5 fold change and *p*<0.05, 71 signalling pathways were selected (enrichment *P*<0.05) using the Kegg pathway library.

**Figure 2:**
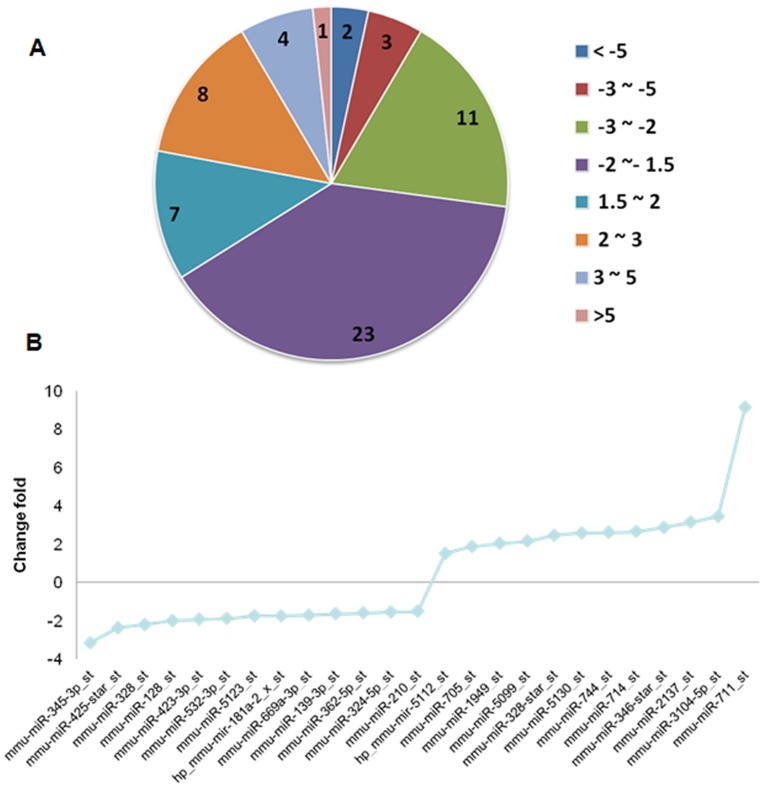
miRNA expression in heart grafts. Donor hearts were treated and transplanted into syngeneic recipient C57BL/6 mice as described in Figure 1. miRNAwere extracted and detected by miRNA array or qPCR at day 2 after transplantation. (**A**) A heat map of miRNA microarrays. (B)A pie graph of miRNA distribution. (**C**). Altered miRNA with its fold change.

**Table 1:** miRNA altered in heart transplantation.

miRNA	Fold-Change(Exp vs. Control)	SS(Error)	Fold-Change(Exp vs Control)	p-value(Exp vs. ontrol)	
mmu-miR-490-5p_st	−6.24593	1.23515	Down	0.0203434	
mmu-miR-326_st	−5.24883	0.284485	Down	0.00340912	
mmu-miR-490-3p_st	−3.65425	1.19612	Down	0.0477261	
mmu-miR-1843b-5p_st	−3.2084	0.636683	Down	0.0280223	
mmu-miR-345-3p_st	−3.1504	0.691868	Down	0.0325233	
mmu-miR-671-3p_st	−2.92478	0.667747	Down	0.0368904	
mmu-miR-24-1-star_st	−2.85064	0.446847	Down	0.0232897	
mmu-miR-181a-2-star_st	−2.7874	0.358902	Down	0.0183911	
mmu-miR-1943_st	−2.62098	0.223826	Down	0.0113917	
mmu-miR-425-star_st	−2.37163	0.416558	Down	0.0351811	
mmu-miR-181c-star_st	−2.3374	0.0854605	Down	0.00415107	
mmu-miR-185-star_st	−2.32242	0.115686	Down	0.00655456	
mmu-miR-491_st	−2.2317	0.456292	Down	0.0473795	
mmu-miR-328_st	−2.20344	0.412421	Down	0.0434945	
mmu-miR-2183_st	−2.11913	0.0630796	Down	0.00381541	
mmu-miR-3058_st	−2.01364	0.183612	Down	0.0208451	
mmu-miR-128_st	−1.98828	0.0715253	Down	0.00590299	
mmu-miR-874-star_st	−1.977	0.110185	Down	0.0111359	
hp_mmu-mir-181a-2_st	−1.96297	0.169814	Down	0.0207353	
mmu-miR-423-3p_st	−1.93968	0.261325	Down	0.0381555	
mmu-miR-324-3p_st	−1.91486	0.201859	Down	0.0287916	
mmu-miR-532-3p_st	−1.89947	0.18219	Down	0.0260086	
mmu-miR-181a-1-star_st	−1.86983	0.121223	Down	0.0160835	
mmu-miR-467a-star_st	−1.822	0.238043	Down	0.0435423	
mmu-miR-433_st	−1.78743	0.166247	Down	0.0299398	
mmu-miR-351-star_st	−1.75	0.0465557	Down	0.00574918	
mmu-miR-5123_st	−1.74629	0.132341	Down	0.024712	
hp_mmu-mir-181a-2_x_st	−1.74163	0.175927	Down	0.0362254	
mmu-miR-669a-3p_st	−1.69692	0.198551	Down	0.0475402	
mmu-miR-295-star_st	−1.68704	0.195156	Down	0.047832	
mmu-miR-470_st	−1.64899	0.159001	Down	0.0414325	
mmu-miR-139-3p_st	−1.64413	0.0621587	Down	0.012078	
hp_mmu-mir-128-2_x_st	−1.61738	0.0527945	Down	0.0105619	
mmu-miR-362-5p_st	−1.60748	0.155159	Down	0.0457828	
hp_mmu-mir-133a-1_x_st	−1.59055	0.125522	Down	0.0371386	
mmu-miR-190b-star_st	−1.55534	0.030848	Down	0.00627936	
mmu-miR-324-5p_st	−1.53951	0.0934193	Down	0.0306476	
mmu-miR-210_st	−1.52691	0.0256112	Down	0.00543635	
mmu-let-7i-star_st	−1.51651	0.0849839	Down	0.0297218	
hp_mmu-mir-128-2_st	1.5022	0.112589	up	0.045064	
hp_mmu-mir-5112_st	1.50223	0.0196402	up	0.00415309	
hp_mmu-mir-466c-1_x_st	1.62092	0.162286	up	0.0463585	
hp_mmu-mir-101a_x_st	1.66217	0.129606	up	0.0306606	
hp_mmu-mir-466b-4_x_st	1.7585	0.158651	up	0.0303406	
mmu-miR-705_st	1.89157	0.269444	up	0.0436911	
hp_mmu-mir-5130_st	1.96821	0.127422	up	0.013874	
mmu-miR-1949_st	2.02064	0.0914098	up	0.00783574	
mmu-miR-5099_st	2.15647	0.30996	up	0.0324799	
mmu-miR-328-star_st	2.46223	0.335471	up	0.0237448	
mmu-miR-5130_st	2.57367	0.653544	up	0.0492977	
mmu-miR-744_st	2.59709	0.0620819	up	0.00185233	
mmu-miR-714_st	2.65014	0.567341	up	0.0383118	
mmu-miR-346-star_st	2.87902	0.78242	up	0.0466927	
mmu-miR-1896_st	2.91753	0.789354	up	0.0457703	
mmu-miR-1982-star_st	3.12965	0.771611	up	0.0379458	
mmu-miR-2137_st	3.14534	0.670176	up	0.0313255	
mmu-miR-3104-5p_st	3.44502	1.09737	up	0.048136	
mmu-miR-1893_st	4.59124	0.681606	up	0.01495	
mmu-miR-711_st	9.14388	3.24	up	0.0435551	

Note: Exp: grafts with 18 h cold-ischemia and reperfusion; Control: grafts without 18 h cold ischemia.

We further confirmed the expression of miRNA selected from miRNA microarray results by quantitative PCR (Figure S1). The expressions of miR-711, miR-714, miR-744, miR-2137, miR-5130, miR-1892, miR-328, miR-346, miR-5099, and miR-705 were significantly upregulated in I/R injured heart grafts, while miR-490, miR-491, miR-210, miR-362, miR-24, miR-423, miR-128, miR-328, miR -181, and miR-532 were downregulated. According to intensity of fluorescence detected on miRNA microarray and Ct values of qPCR, the expression levels of these miRNA in heart tissues varied to a great extent between each other. For example, miR-2137, miR-5130 and miR-5112 were highly expressed in heart tissues; miR-490, miR-491, miR-181, miR-362, miR-425, and miR-3104 were expressed at quite a low level (Ct value ∼ over 30), whereas 32 out of those 58 altered miRNA were expressed at an extremely low level in hearts and there were almost no Ct value detected by qPCR.

### miRNA Expression Profile was Dynamically Changed in Heart Grafts

Literature has reported that miRNA expression changes dynamically [7]. Accordingly, we investigated whether miRNA expression changes over time in hearts post transplantation. We extracted grafts with I/R and with non-I/R at day 7 after transplantation and detected the expression level of miRNAs (miR-711, miR -714, miR-744, miR -2137, miR -5130, miR -346, miR -490, miR -491, miR -24, and miR -328). As shown in Figure 3, the expressions of miR-711, miR-714, miR-744, miR -2137, miR -5130, miR -346, and miR -328 was still upregulated in the I/R group, but the expression of miR-24 and miR-490 were downregulated, compared to the control group grafts. The expression of miR-491 was slightly but not significantly upregulated in I/R injured grafts. Compared with grafts taken out on day 2 post-transplantation, the expression of miR-2137, miR-714, miR-744, miR -2137, miR -5130, miR -346, and miR -328 were slightly decreased, whilst the expression of miR-711 continued its upregulation in the I/R injured grafts.

**Figure 3:**
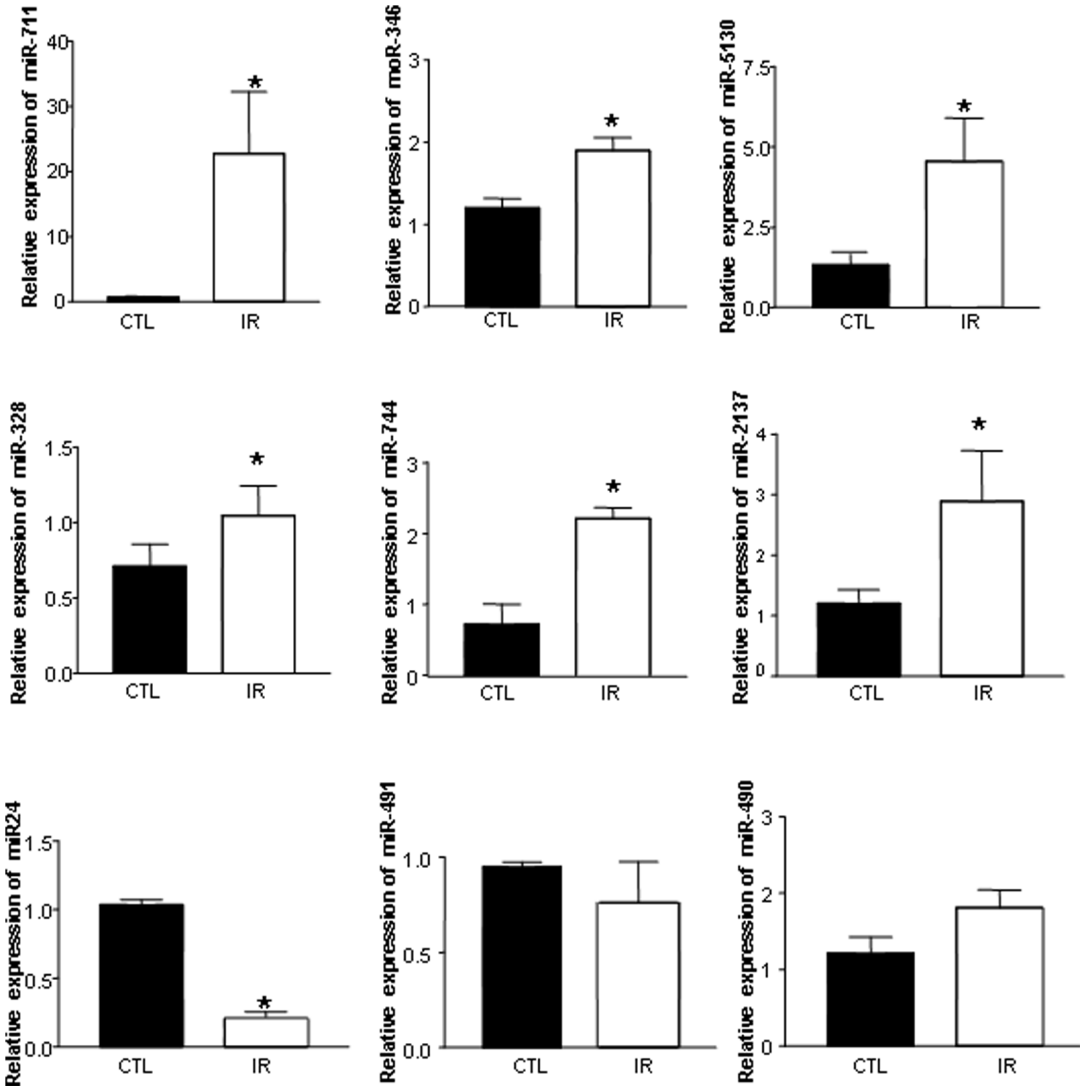
miRNA expression in heart grafts on day 7 post transplantation. Donor hearts were treated and transplanted into syngeneic recipient C57BL/6 mice as described in Figure 1. miRNA were extracted and detected by qPCR on day 7 after transplantation.

### Hypoxia/Reperfusion Incurred Cardiomyocyte Apoptosis and miRNA Expression Change In Vitro

Cardiomyocyte is a main component of heart tissue. Given that prolonged cold ischemia changed miRNA expression profiles in heart grafts, we proposed to determine what the miRNA profile would be in cardiomyocytes in response to hypoxia/reperfusion stress in vitro and whether it was in line with that from heart tissues in vivo. We isolated and cultured primary cardiomyocytes from neonatal mice and subjected them to hypoxia/reperfusion stress by exposing them to a 2% O_2_ chamber for 45 mins and then reoxygenation for 24 h by incubation of cells in a 5% CO_2_ and 95% O_2_ incubator. We first measured cell apoptosis/death by double staining with Annexin-V and PI to confirm cell injury induced by hypoxia/reperfusion. Results showed that 45 mins hypoxia/reperfusion induced cardiomyocyte apoptosis evidenced by the increased percentage of apoptotic cells (Figure 4A) in hypoxia/reperfusion treated cells as compared with cells without hypoxia stress.

**Figure 4:**
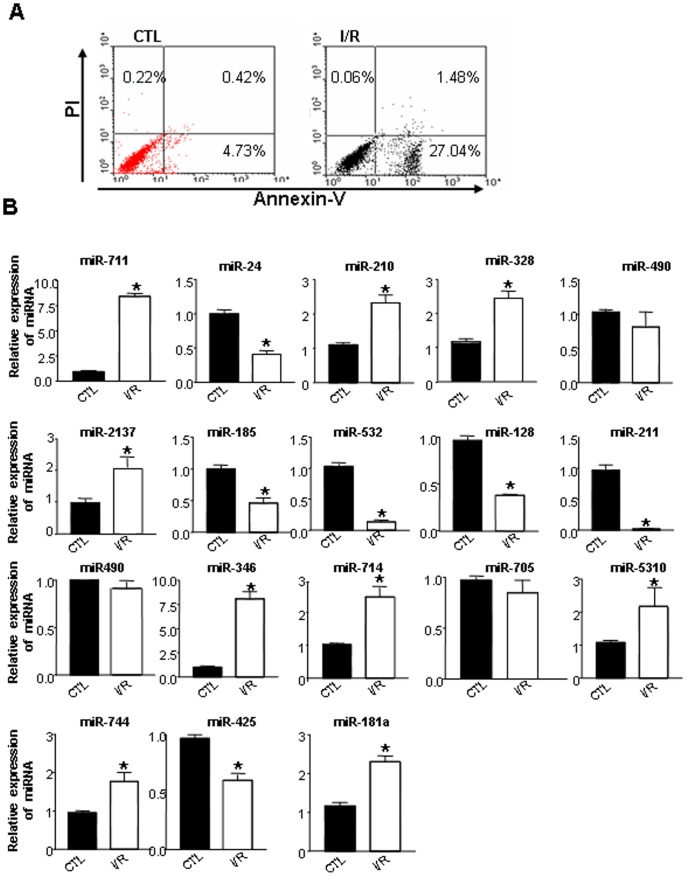
Hypoxia induced apoptosis of primary cardiomyocytes and altered miRNA expression in primary cardiomyocytes. Primary cardiomyocytes were isolated from neonatal C57BL/6 mice cultured in vitro and then subjected to a hypoxia environment. Cell apoptosis was detected by staining with Annexin–V and followed by flow cytometry analysis 24 h after hypoxia. miRNAs were extract from above cells and the expression of miRNA were detected by qPCR.

Next, we measured the expression of miRNA in hypoxia/reperfusion -treated cardiomyocytes by qPCR. As compared with cells under normxia, miR-711, miR-714, miR-328, miR-346, miR-210, miR-744, miR-5130, miR-181a and miR-2137 were significantly over-expressed in hypoxia/reperfusion treated cardiomyocytes, while the expression of miR-491, miR-211, miR-532, miR-185, miR-425, miR-128, miR-24 was down-regulated (Figure 4B). There was no significant difference in the expression of miR-490 between the two groups (Figure 4B). As expected, miR-2137, miR-210, miR-5130, and miR-328 were highly expressed in cardiomyocytes, while miR-490, miR-491, and miR-211 were expressed at a low level.

### Prolonged Cold I/R Changed Gene Expression Profile and Signalling Pathways in Heart Grafts

miRNA functions as a negative regulator of gene expression. Similarly, using microarray assay, we investigated the global gene expression changes in I/R injured heart grafts. Heart grafts with or without prolonged ischemia were harvested at day 2 after implantation and subjected to gene expression microarray assay (Table S1). 

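The gene expression arrays came from 5 heart grafts of C57BL/6 mice, with 1 Affymetrix Mouse Gene ST array for each graft. Grafts 2553, 2555 and 2557 had 18 h of cold storage in UW solution before implantation (I/R, n = 3), and grafts 2554 and 2556 were implanted without it (non-I/R, n = 2). The paper gives harvest at day 2 after implantation, and the labels of the samples give 24 h. Each array holds values for 35556 probe sets. The authors made them with Partek and RMA, which corrects the background of the probes, puts the arrays on a common distribution and summarises the probes of a set as 1 log2 value. Medians of the arrays lay between 6.58 and 6.65 on this log2 scale. From these values, 21789 probe sets with a single gene symbol in the platform annotation, for 19939 genes, were compared between the groups with limma, and a positive log2 fold change means a higher signal in the I/R grafts. Of these, 757 had the same value on all 5 arrays. Another 1621 probe sets with several symbols and 12146 that the annotation used here does not list were left out of these counts. Of 44 gene lists, 38 had at least 5 measured members and were tested with camera at a preset correlation of 0.01 between genes. Members of several lists had been seen in Table 2 and Table S1 when the lists were written, so their direction is not independent evidence. The number of arrays limits the precision: 3 grafts against 2 can be split in 10 ways, and the smallest two-sided p of an exact permutation test is 0.1. Nothing in the labels describes the animals beyond the grafts, so p-values measure the spread between these samples, and no batch or scan date is given there.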

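Genes by which heart muscle burns fat and makes ATP had lower signals in the I/R grafts, and ATF4 targets, immediate early genes and genes of ribosome assembly had higher signals. Of 25 measured genes of fatty acid oxidation, 24 had lower mean signals, with a median log2 fold change of -0.70 (camera, adjusted p = 9.39e-14; adjusted p = 0.426 with an estimated correlation). Examples were Plin5, which coats lipid droplets, with a log2 fold change of -1.06 (SE 0.060), the fatty acid binding protein Fabp3 with -0.90 (SE 0.11) and the fatty acid transporter Cd36 with -0.71 (SE 0.092). All 29 genes of oxidative phosphorylation had lower mean signals, with a median of -0.50 (adjusted p = 1.85e-12; adjusted p = 0.426 with an estimated correlation), among them the complex I subunit Ndufs3 with -0.73 (SE 0.15) and cytochrome c, Cycs, with -0.47 (SE 0.079). The 13 genes of the tricarboxylic acid cycle had a median of -0.53 (adjusted p = 7.55e-07; adjusted p = 0.426 with an estimated correlation). Adjusted over the list alone, 20 genes of fatty acid oxidation, 17 of oxidative phosphorylation and 9 of the tricarboxylic acid cycle were lower and none was higher, and at the study's 2-fold criterion 5, 0 and 0 were lower. In the other direction, 30 of 32 targets of ATF4, the transcription factor of the integrated stress response, had higher mean signals, with a median of 0.52 (adjusted p = 2.39e-10; adjusted p = 0.426 with an estimated correlation). Asparagine synthetase, Asns, had a log2 fold change of 1.39 (SE 0.21), the phosphatase subunit Ppp1r15a 1.54 (SE 0.24) and the mitochondrial folate enzyme Mthfd2 1.49 (SE 0.27). Of 28 immediate early and AP-1 genes, 24 had higher mean signals, with a median of 0.51 (adjusted p = 5.96e-08; adjusted p = 0.426 with an estimated correlation), and the AP-1 subunit Fosl1 and the transcription factor Myc had log2 fold changes of 2.45 (SE 0.45) and 1.40 (SE 0.25). Adjusted over the list alone, 13 ATF4 targets and 10 immediate early genes were higher and none was lower, and 8 and 6 were higher at the 2-fold criterion. All 24 genes of ribosome biogenesis had higher mean signals, with a median of 0.61 (adjusted p = 1.62e-09; adjusted p = 0.46 with an estimated correlation), although none passed adjusted over the list alone or reached 2-fold, with 12 higher and none lower at an unadjusted p under 0.05 by limma. Without non-I/R 2554, which stood apart in this list, the median was 0.33. On the first principal component (66.1% of the variance) non-I/R 2554 and 2556 were at 39.7 and 17.3, and I/R 2553, 2557 and 2555 were at -5.91, -20.1 and -30.95. I/R 2553 was nearer to non-I/R 2556 (rms difference 0.252) than to I/R 2555 (0.303). Neutrophil markers had mean deviations of -0.50 and -0.29 in non-I/R 2554 and 2556 and of 0.024, 0.55 and 0.21 in I/R 2553, 2555 and 2557, against 0.58, 0.37, -0.26, -0.46 and -0.22 for fatty acid oxidation in the same order. Between grafts of one group the atrial myosin light chain Myl7 differed, with log2 signals of 10.67 in non-I/R 2554 and 5.52 in non-I/R 2556, and of 6.72, 11.08 and 8.56 in I/R 2553, 2555 and 2557. By limma, no probe set passed an adjusted p of 0.05 over all genes, and 3265 did at an unadjusted p under 0.05, with 1664 higher and 1601 lower. The methods' t-test gave 2 at adjusted p and 2014 unadjusted. Without non-I/R 2554 the unadjusted count by limma was 1898, and without I/R 2557 it was 2065.

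**Figure D1:**
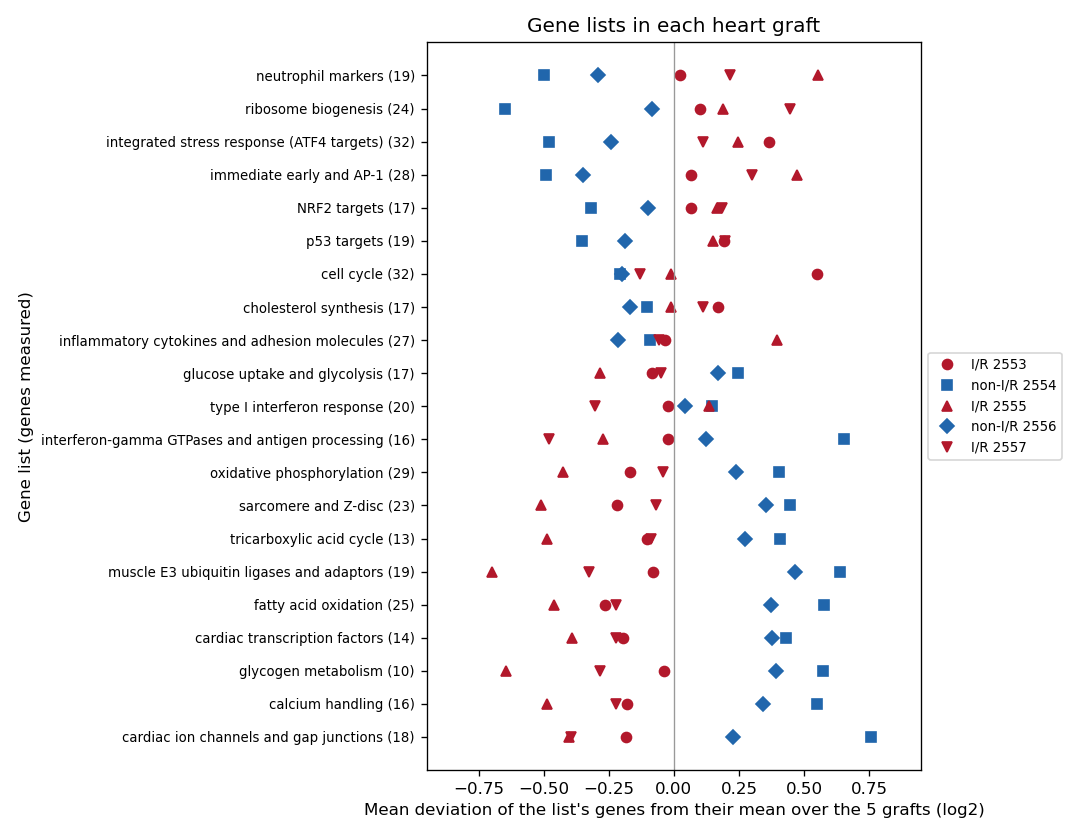
Mean deviation of each gene list from its mean over the 5 grafts, in log2 units on the x axis, for the 21 lists with a camera adjusted p under 0.05 (number of measured genes in parentheses). Each point is 1 graft, red for I/R and blue for non-I/R. Both non-I/R grafts lie on the same side of 0 in every list, while the I/R grafts spread more widely in lists such as cell cycle, where 2553 is at 0.55.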

I/R greatly altered gene expression profiles in heart grafts as shown in a heat map. The expression for the majority of significant altered genes (*P*<0.05) was increased or decreased 1.5–2 fold between two groups and also fits in a Poisson distribution (Figure 5A and 5B). 

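Small differences made up most of the probe sets past the unadjusted threshold, and the few large ones were mostly lower in the I/R grafts. Of the 3265 probe sets, 65.9% differed by under 1.5-fold, 24.1% by 1.5- to 2-fold and 8.12% by 2- to 3-fold. Among the 1112 with at least a 1.5-fold difference, 70.7% lay between 1.5- and 2-fold. Between 5- and 10-fold, 7 probe sets were lower and 3 were higher. Those 3 were for Crct1, a gene of the epidermal differentiation cluster, with a log2 fold change of 2.93 (SE 0.45), the kinase Plk2 with 2.46 (SE 0.38) and Fosl1. The number of probe sets lower by 1.5- to 2-fold was 414 and that of probe sets higher by as much was 372. With the methods' t-test the share between 1.5- and 2-fold was 24.0%.

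**Figure D2:**
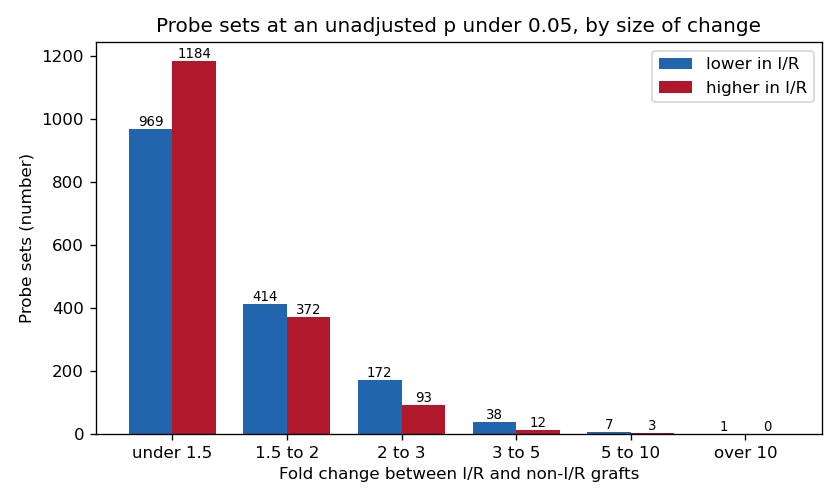
Number of probe sets at an unadjusted p under 0.05 from limma (y axis) by size of the fold change between I/R (n = 3) and non-I/R grafts (n = 2) (x axis), with bars starting at 0. Blue bars are lower and red bars higher in I/R, and the bars for 2- to 3-fold stand at 172 and 93.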

Most of the altered genes were expressed in heart tissue at a moderate level with fluorescence intensities of around 1000–2000 units in microarray (Figure 5C). 

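Probe sets at the 2-fold criterion had a higher median signal than all probe sets tested. Signals of different probe sets are not directly comparable, and those equal on all arrays cannot meet the criterion. No conclusion on how strongly the genes are expressed is drawn from this difference. Over all 5 arrays, the 326 probe sets had a median of 438 units, where a unit is 2 to the power of the mean RMA value, with quartiles of 250.5 and 807, against 149 units for all 21789 probe sets tested. The 218 that were lower in the I/R grafts had a median of 409 units over all arrays, and the 108 that were higher had 463. Of the 326, 56.7% lay under 500 units, 23.6% between 500 and 1000 and 14.7% between 1000 and 2000. Among the 250 probe sets of Table S1, 15.2% lay between 1000 and 2000 units.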

Given a three-fold change and P<0.05 (up and down) in differential expression as a cut-off, the number of altered genes was reduced to 48; 36 of them were downregulated, and 12 genes were up regulated (Table 2). Among them, Angiopoietin 1(ANG1) decreased to the greatest degree, which was confirmed by the Western blot (Figure 5D).

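More probe sets were lower than higher in the I/R grafts at the 3-fold criterion. By limma, 61 probe sets of 60 genes met it, 46 lower and 15 higher in the I/R grafts, and 48 of them are in Table S1. Among the lower ones, the muscle ubiquitin ligase adaptor Klhl38 had a log2 fold change of -2.58 (SE 0.63), the cytokine Il15 -2.52 (SE 0.41), the interferon-inducible GTPase Iigp1 -2.50 (SE 0.62), the muscle ADP-ribosyltransferase Art1 -2.46 (SE 0.50), the alcohol dehydrogenase Adh1 -2.30 (SE 0.59) and the cardiac myosin light chain kinase Mylk3 -2.21 (SE 0.30). Strip2, Csdc2 and Smim5 had log2 fold changes of -2.19, -2.15 and -2.12. Higher ones were the lysyl oxidase Loxl4 with 2.20 (SE 0.43) and 1.89 (SE 0.24) from its 2 probe sets, the matrix protein Ccn1 with 1.76 (SE 0.42), the decoy receptor Tnfrsf23 with 1.71 (SE 0.27) and Trim16 with 1.63 (SE 0.43). The 13 probe sets outside Table S1 included the complement component C7 with -2.16 (SE 0.66), the intermediate filament protein Nes with 1.63 (SE 0.52), Rnd1 with 1.60 (SE 0.50), Usp53 with 1.65 (SE 0.58) and Plcxd2 with 1.82 (SE 0.60). Without non-I/R 2554, Nes, Rnd1, Usp53 and Plcxd2 had log2 fold changes of 0.87, 0.85, 1.10 and 1.17. The count was 98 without I/R 2553, 19 without non-I/R 2554, 31 without I/R 2555, 146 without non-I/R 2556 and 38 without I/R 2557. Without non-I/R 2554, 28 of the 61 still differed by 3-fold, and without both 2554 and 2555, left out after the Myl7 signals were seen, 21 of the 61 still differed by 3-fold and 2 probe sets met the criterion.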

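Angpt1, the ligand that stabilises vessels through the receptor Tek, had a log2 signal of 6.01 ± 0.62 (SD, n = 3) in the I/R grafts and 10.28 ± 0.98 (SD, n = 2) in the non-I/R grafts. This is a log2 fold change of -4.27 (SE 0.61, adjusted p = 0.282 from limma), or 19.3-fold, and no other of the 21789 probe sets differed by over 10-fold. Over all 35556 probe sets, with Angpt1 included, 2 differed by over 10-fold. For Angpt1, every I/R graft lay below both non-I/R grafts. Leaving out 1 graft at a time gave log2 fold changes from -3.58 without non-I/R 2554 to -4.96 without non-I/R 2556. Its antagonist Angpt2 had a log2 fold change of 1.32 (SE 0.18), and the vascular ligands Pgf and Apln had 1.82 (SE 0.42) and 1.75 (SE 0.31). The Notch ligand Dll4 had 0.85 (SE 0.13). The receptor genes Tek and Tie1 had log2 fold changes of -0.33 (SE 0.12) and -0.15 (SE 0.19), which ranged from -0.45 to -0.21 and from -0.31 to -0.023 with 1 graft left out. Of 24 angiogenic ligands and receptors, 13 had higher and 11 had lower mean signals, with a median of 0.085 (camera, adjusted p = 0.402; 0.019 to 0.086 with 1 graft left out), and 3 were higher and 1 lower adjusted over the list alone. Markers of endothelial cells had a median of 0.095 over 21 genes (adjusted p = 0.807), which ranged from -0.015 to 0.10 with 1 graft left out. The paper states that Angpt1 decreased to the greatest degree among the genes at its 3-fold criterion and reports a Western blot of the protein (Figure 5D), which was not analysed here.

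**Figure D3:**
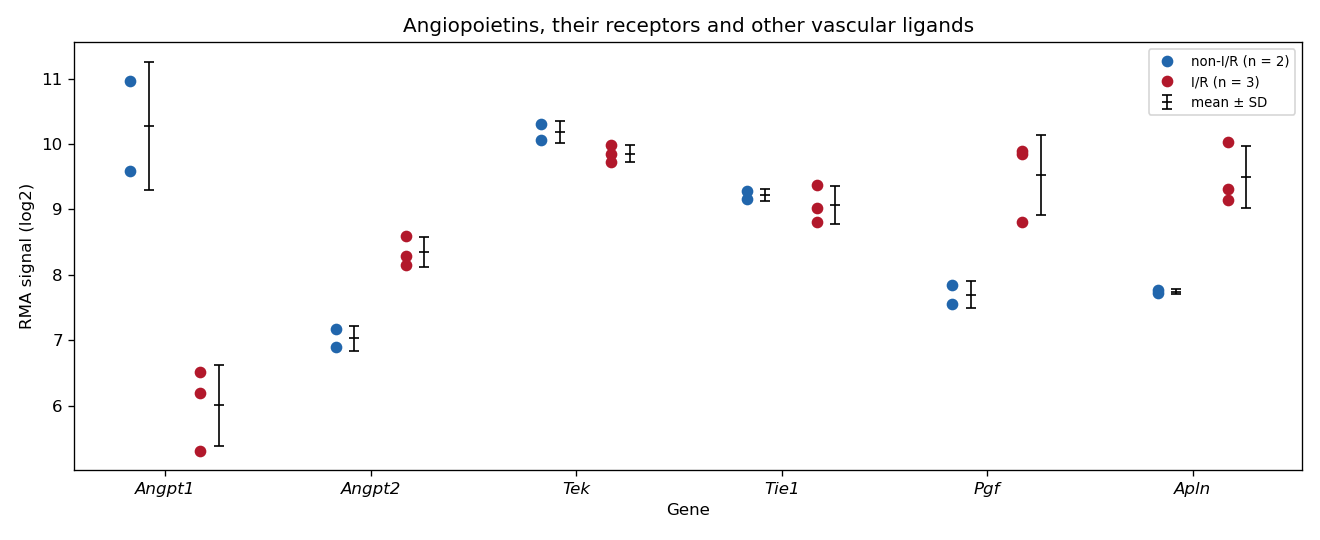
RMA signals (log2, y axis) of 6 vascular genes (x axis) in each graft, blue for non-I/R (n = 2) and red for I/R (n = 3), with the mean ± SD in black. The 3 I/R grafts lie below both non-I/R grafts for Angpt1 and above both for Angpt2, Pgf and Apln.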

**Figure 5:**
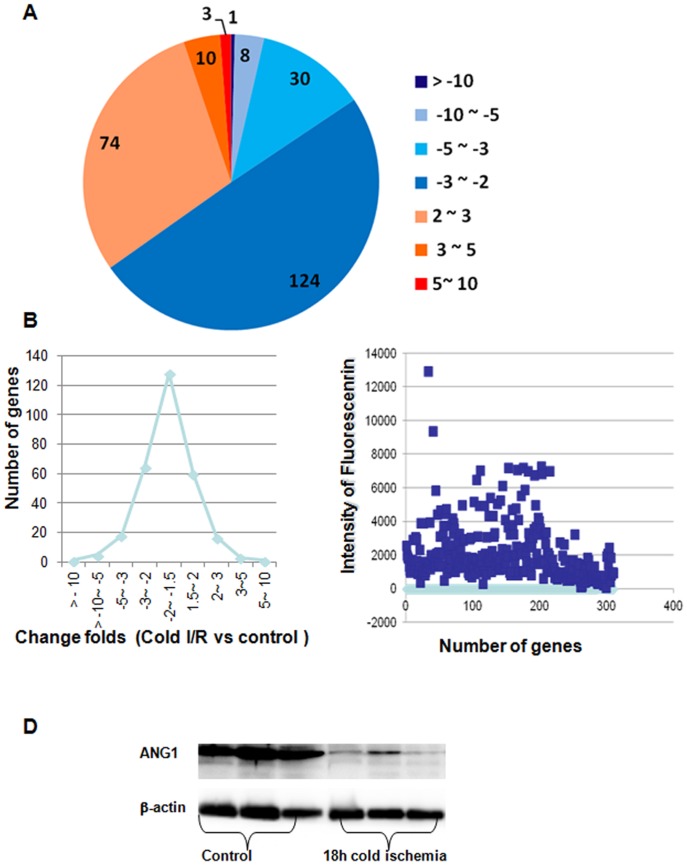
Gene expression in heart grafts detected by microarray assays. Donor hearts were treated and transplanted into syngeneic C57BL/6 recipient mice. At day 2 post transplantation, total RNAs were extracted from grafts and gene expression in grafts were detected by microarray assays. (A) A Poisson distribution of gene expression. (B) Fluorescence intensities of altered genes detected by microarray assays. (C) Altered genes with two fold changes. (D) Angiopoietin 1 expression by Western Blotting.

**Table 2:** Annotated genes regulated in mouse heart transplants.

Gene	p-value	Fold-Change (Exp vs. Control)	Function annotation
Angpt1	0.008529	−19.3306	receptor binding
Asb15	0.0182505	−7.53081	
Gpr22	0.0024004	−6.50553	signal transducer activity
Lrrc10	0.0475174	−5.97936	
Klhl38	0.0359302	−5.9631	
Grm1	0.0210762	−5.86236	PLC activating G-protein coupled glutamate receptor activity
Il15	0.0122715	−5.71981	cytokine activity
Iigp1	0.0378235	−5.64458	nucleotide binding
Art1	0.0219665	−5.48431	NAD+ ADP-ribosyltransferase activity
Ucp3	0.0087787	−4.93265	oxidative phosphorylation uncoupler activity
Adh1	0.0416643	−4.91006	nucleotide binding
Mylk3	0.00744	−4.62612	nucleotide binding
Fam40b	0.0144888	−4.56915	
Csdc2	0.0223918	−4.44072	nucleic acid binding
Tmtc1	0.0141671	−4.27416	
Kcnj3	0.0285984	−4.2726	ion channel activity
Car14	0.0368218	−4.11809	carbonate dehydratase activity
Asb2	0.0086771	−4.10112	
Tmem100	0.0122261	−4.00128	
Slit2	0.0351409	−3.99089	GTPase inhibitor activity
Tnni3k	0.01648	−3.90863	nucleotide binding
Gm4951	0.0269588	−3.81868	no
Lpin1	0.0219087	−3.66845	RNA polymerase II transcription factor binding
Filip1l	0.0181653	−3.62773	
Ppp1r3a	0.0463544	−3.49446	protein serine/threonine phosphatase activity
Hfe2	0.0235755	−3.47549	protein binding
Slc2a4	0.0300101	−3.47473	transporter activity
Ppargc1a	0.0280838	−3.30582	nucleotide binding
Mapk10	0.0245692	−3.29025	nucleotide binding
Slc38a3	0.0377629	−3.24102	L-histidine transmembrane transporter activity
Adck3	0.0251863	−3.2227	nucleotide binding
Pnmt	0.0497843	−3.13239	phenylethanolamine N-methyltransferase activity
Fuca2	0.0231706	−3.10097	catalytic activity
Asb11	0.0384006	−3.07244	
Ube2ql1	0.0294376	−3.04395	nucleotide binding
Hfe	0.0433132	−3.00196	protein binding
Trim16	0.0428384	3.10174	DNA binding
Sfn	0.0394142	3.14658	protein binding
Tnfrsf23	0.0115847	3.26603	receptor activity
Apln	0.0152681	3.36778	receptor binding
Cyr61	0.0336177	3.38045	integrin binding
Pgf	0.0303102	3.53196	growth factor activity
Loxl4	0.0059025	3.71021	protein-lysine 6-oxidase activity
Prnd	0.0159526	4.75449	copper ion binding
Gdf15	0.0093257	4.8554	growth factor activity
Fosl1	0.0168812	5.48284	DNA binding
Plk2	0.0104977	5.50407	nucleotide binding
Crct1	0.01037	7.60055	protein binding

Note: Exp: grafts with 18h cold-ischemia and reperfusion;Control: grafts without 18 h cold ischemia.

To clarify which signalling pathways were affected by I/R in heart transplantation, we applied the KEGG library and performed enrichment analysis for microarray data. 

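Genes for contraction, calcium cycling and conduction had lower signals in the I/R grafts, and most but not all p53 targets had higher signals. Of 16 genes of calcium handling, 15 had lower mean signals, with a median log2 fold change of -0.82 (camera, adjusted p = 7.55e-07; adjusted p = 0.426 with an estimated correlation), and 11 were lower adjusted over the list alone. They included phospholamban, Pln, with -1.46 (SE 0.24), the calcium channel Cacna1c with -1.41 (SE 0.26), the release channel Ryr2 with -0.82 (SE 0.14) and the pump Atp2a2 with -0.58 (SE 0.10). All 18 cardiac ion channel and gap junction genes had lower mean signals, with a median of -0.83 (adjusted p = 1.06e-06; adjusted p = 0.426 with an estimated correlation), which was -0.48 without non-I/R 2554, and 6 lower adjusted over the list alone, among them the potassium channels Kcnj3 with -2.10 (SE 0.47) and Kcnj5 with -0.99 (SE 0.078). Of 23 sarcomere and Z-disc genes, 22 had lower mean signals, with a median of -0.53 (adjusted p = 7.12e-09; adjusted p = 0.426 with an estimated correlation) and 8 lower adjusted over the list alone, and the myosin binding protein Mybpc3 and titin, Ttn, had -0.79 (SE 0.090) and -0.64 (SE 0.10). For 14 cardiac transcription factors the median was -0.75 (adjusted p = 5.82e-06; adjusted p = 0.426 with an estimated correlation) with 8 lower, and Irx3, Tbx20 and Nkx2-5 had -1.28 (SE 0.084), -0.78 (SE 0.12) and -0.52 (SE 0.10). The 19 muscle E3 ubiquitin ligases and adaptors had a median of -0.67 (adjusted p = 5.82e-06, and 0.426 with an estimated correlation). Of these, 7 were lower, among them Asb2 with -2.04 (SE 0.29). The 10 genes of glycogen metabolism had a median of -0.80 (adjusted p = 0.000376, and 0.426 with an estimated correlation). Of these, 3 were lower, among them the phosphorylases Pygm with -0.78 (SE 0.15) and Pygb with -1.25 (SE 0.25). At the 2-fold criterion 5 genes of calcium handling, 6 of ion channels, 4 of the sarcomere, 3 transcription factors, 6 ubiquitin ligases and 3 of glycogen metabolism were lower and none was higher. Table S1, which uses this criterion on these arrays, holds 5, 5, 4, 3, 5 and 2 members of these lists in the same order. It had been read when the lists were written, so these counts are not independent evidence. In glucose uptake and glycolysis the insulin-responsive transporter Slc2a4 had -1.80 (SE 0.41) and the muscle enzyme Pgam2 -1.38 (SE 0.27), while the basal transporter Slc2a1 had 0.69 (SE 0.17), and over 17 genes the median was -0.18 (adjusted p = 0.0428; adjusted p = 0.621 with an estimated correlation), with 6 lower and 1 higher adjusted over the list alone and 2 lower at 2-fold. The mitochondrial regulator Ppargc1a had -1.55 (SE 0.32) from its brighter probe set and -1.73 (SE 0.38) from another, in a list of 9 regulators with a median of -0.40 (adjusted p = 0.0572; adjusted p = 0.621 with an estimated correlation), which was -0.25 without non-I/R 2554, and 1 higher and 4 lower adjusted over the list alone. That list passed as lower in 8 of 18 other settings, among them without non-I/R 2556 (adjusted p = 0.0434, over a range of 0.0434 to 0.14 with 1 graft left out) and with median-centred arrays, quantile normalization or cyclic loess (0.00793, 0.0058 and 0.012). Among 19 p53 targets, 13 had higher and 6 had lower mean signals, with 8 higher and 3 lower at an unadjusted p under 0.05 by limma. The receptor Eda2r had 1.42 (SE 0.26), and the median of the p53 targets was 0.41 (adjusted p = 0.00583; adjusted p = 0.426 with an estimated correlation), with 7 higher and 1 lower adjusted over the list alone and 4 higher and 1 lower at 2-fold. That call was lost without both 2554 and 2555 (adjusted p = 0.13) and kept with 1 graft left out (0.00285 to 0.0287). Of 32 cell cycle genes 30 had higher mean signals, with a median of 0.35 (adjusted p = 0.000114; adjusted p = 0.634 with an estimated correlation), none past the threshold adjusted over the list alone, 8 higher and 2 lower at an unadjusted p under 0.05 by limma, and 1 higher and 1 lower at 2-fold. The replication genes Mcm3 and Mcm2 had 0.86 (SE 0.17) and 0.64 (SE 0.14) and the centromere histone Cenpa -1.10 (SE 0.15). I/R 2553 stood apart in this list, and the median was 0.092 without it and 0.54 without I/R 2557. These lists are not those of KEGG, which were not used here. The call for glycolysis was lost without I/R 2553 (adjusted p = 0.142), I/R 2555 (0.1) or non-I/R 2556 (0.203, with a median of -0.30), over a range of 0.0202 to 0.203 with 1 graft left out. It was also lost with camera on ranks (0.0572), quantile normalization (0.0861, with a median of -0.072) and array weights (0.0957). With all probe sets of a gene it was lost (0.447) and the median turned sign, to 0.0012.

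**Figure D4:**
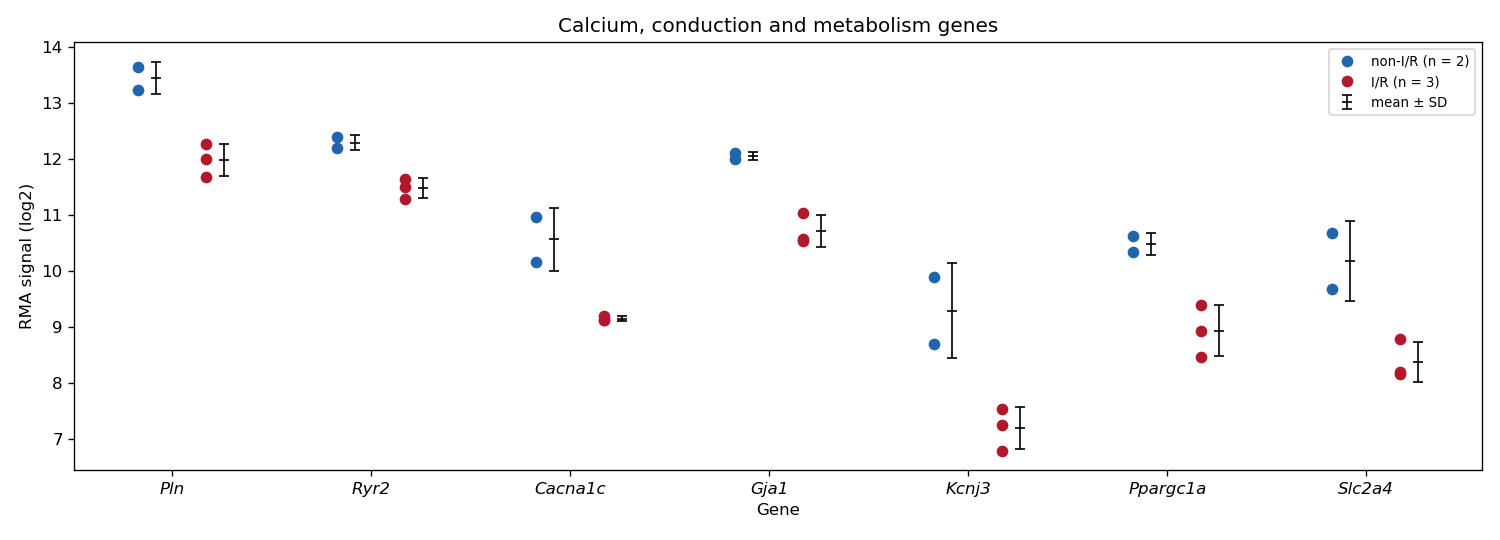
RMA signals (log2, y axis) of 7 genes of calcium handling, conduction and metabolism (x axis) in each graft, blue for non-I/R (n = 2) and red for I/R (n = 3), with the mean ± SD in black. For each of these genes all I/R grafts lie below both non-I/R grafts.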

Eighteen signalling pathways were enriched with the criteria of 2 fold changes and *p*<0.05 (Table 3), which include the Insulin, Tyrosine metabolism, cell cycle, gap junction, calcium, energy metabolism, p53, cardio function associated signalling pathways and some cancer signalling pathways. Less than 10% genes listed on those pathways significantly changed with more than 2 folds. Figure 6 shows the information of these genes from the 18 altered signalling pathways listed on Table 3. Most genes from those pathways were downregulated, except genes in the p53 and one carbon pool by folate, bladder cancer, acute myeloid leukemia and transcriptional misregulation in cancer pathways were upregulated. 

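Of the 48 genes drawn in Figure 6, 30 had lower and 18 had higher signals in the I/R grafts, and in all 48 the I/R grafts lay on one side of both non-I/R grafts. The genes were chosen by the study on these samples, so their direction is not independent evidence, and chance separates the groups in 20% of probe sets. Here the groups were separated in 31.9% of the probe sets tested and in all 326 at the 2-fold criterion by limma. The separation of the 48 genes therefore adds nothing to that criterion. Among the 17 pathway panels of Figure 6, 10 held more lower genes, 6 held more higher genes and 1 was even. Every gene was lower in the panels for insulin signaling (6 genes), adipocytokine (5), dilated cardiomyopathy (5), hypertrophic cardiomyopathy (4), drug metabolism (4), fatty acid metabolism (3) and type II diabetes mellitus (3). Every gene was higher in the panels for p53 signaling (4), bladder cancer (3), acute myeloid leukemia (3) and one carbon pool by folate (2). In transcriptional misregulation in cancer 5 of 6 genes were higher, and in mineral absorption 2 of 3. Calcium signaling held 8 lower and 2 higher genes.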

The Gap junction pathway evenly consisted of both up and downregulated genes.

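Genes drawn in the gap junction panel had lower or higher signals in the I/R grafts. Among the lower ones were connexin 43, Gja1, the main gap junction protein of the ventricle, with a log2 fold change of -1.34 (SE 0.19) and the tubulin Tuba8 with -1.03 (SE 0.26). Among the higher ones were the serotonin receptor Htr2a with 1.39 (SE 0.31), the tubulin Tubb6 with 1.36 (SE 0.36; 0.85 without non-I/R 2554) and the growth factor Pdgfb with 1.01 (SE 0.24). None of these genes passed an adjusted p of 0.05 from limma or from the methods' t-test, and all passed the unadjusted threshold by limma.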

**Figure 6:**
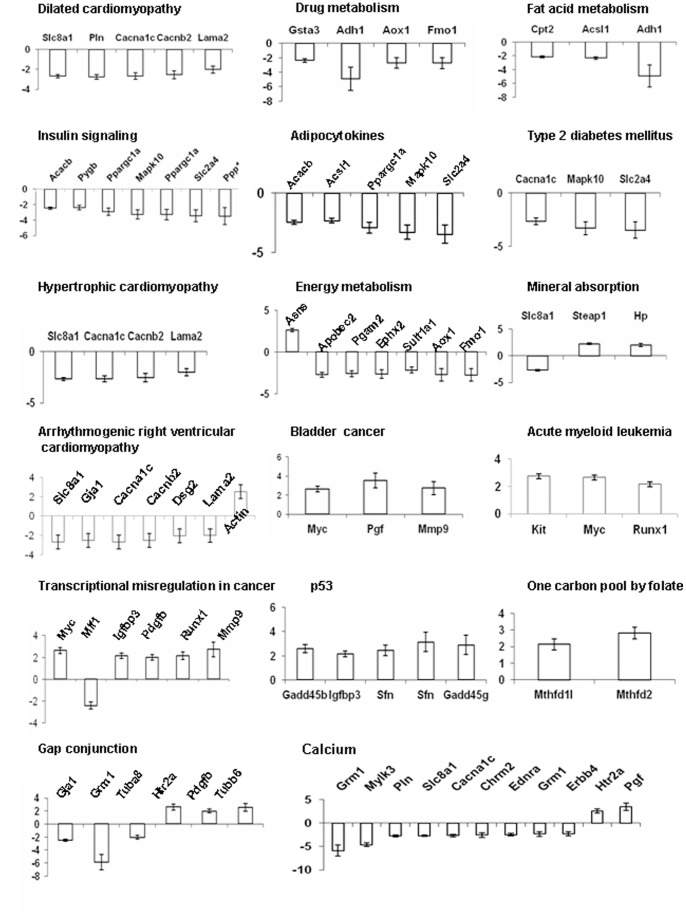
Genes in 18 altered signalling pathways. Gene expression in the heart grafts was detected by microarrays as describe in Figure 5. Signalling pathways were enriched using the Kegg library with 2 fold change and p<0.05.

**Table 3:** Enriched signalling pathways regulated in heart transplantation.

Pathway Name	EnrichmentScore	p-value Enrichment	% genes^a^	# genes^b^	# genes^c^	# genes^d^	Database
Arrhythmogenic right ventricular cardiomyopathy (ARVC)	9.7642	5.75E-05	9.58904	7	89	6829	kegg
Calcium signaling pathway	8.48247	0.000207	5.40541	10	86	6720	kegg
Gap junction	6.56392	0.00141	6.66667	6	90	6811	kegg
Adipocytokine signaling pathway	5.81675	0.002977	6.94444	5	91	6828	kegg
Dilated cardiomyopathy	4.86527	0.00771	5.55556	5	91	6810	kegg
Energy Metabolism	4.60156	0.010036	4	7	89	6727	kegg
p53 signaling pathway	4.22517	0.014623	5.7971	4	92	6830	kegg
Insulin signaling pathway	4.17598	0.01536	4.08163	6	90	6754	kegg
Tyrosine metabolism	3.99802	0.018352	7.31707	3	93	6857	kegg
Bladder cancer	3.81036	0.02214	6.81818	3	93	6854	kegg
Hypertrophic cardiomyopathy(HCM)	3.6154	0.026906	4.81928	4	92	6816	kegg
One carbon pool by folate	3.59657	0.027418	10.5263	2	94	6878	kegg
Mineral absorption	3.52912	0.029331	6.12245	3	93	6849	kegg
Fatty acid metabolism	3.477	0.0309	6	3	93	6848	kegg
Drug metabolism - cytochromeP450	3.46478	0.03128	4.5977	4	92	6812	kegg
Type II diabetes mellitus	3.28047	0.037611	5.55556	3	93	6844	kegg
Transcriptional misregulationin cancer	3.27588	0.037784	3.31492	6	90	6720	kegg
Acute myeloid leukemia	3.01689	0.048953	5	3	93	6838	kegg

note: ^a^% genes in pathway that are present;

b numbers of genes in list and in the pathway;

c numbers of genes in list, not in pathway;

d numbers of genes not in list, not in pathway.

## Discussion

I/R injury is recognized as a primary factor leading to graft dysfunction [8] and graft failure [9], [10]. It is important to understand molecular mechanisms of I/R injury for the development of therapies against I/R injury. The current study, for the first time, reported on the expression profile of miRNA in I/R injured heart grafts in heart transplantation. The findings of our study demonstrate that miR-711, miR-2137 miR-705, miR-5130, miR-346, miR-714, and miR-744 were significantly upregulated (>2 fold change) in I/R injured hearts, while miR-210, miR-490, miR-491, miR-425, miR-423-3p, and miR-532-3p were downregulated. The study also demonstrates that 250 genes and 18 signalling pathways were significantly altered with more than 2 fold changes by I/R injury by cDNA microarray assay.

microRNAs have emerged as a vital regulator in many physiological and pathological pathways. Deregulation of miRNAs associated with different forms of ischemia reperfusion injury [11]. A substantial number of miRNA including miR-1 [12], miR-15 [13], miR-21 [14], [15], miR-24 [16], [17], [18], miR-499 [19], and the miR-17-92 family [20], miR-124 [21], miR-15a/b [22] (2012), miR-93 [23], miR-29 family [24], [25], miR-146a [26], [27], miR-145/451 [28], miR-384-5p [29], miR-424 [30], and miR-494 [31] have been identified in I/R injury. It has been demonstrated that ischemia precondition (IPC) increases cardiac expression of miRNA-1, miRNA-21 and miRNA-24. IPC-regulated miRNA-21 reduces cell apoptosis by repressing the programmed cell death 4 (PDCD4) gene, which results in preventing the heart from I/R injury [32]. It has also been reported that inhibition of miR-15 prevents cardiac ischemia injury in a porcine coronary arterial ligation model [33]. However, in this study we did not observe the above miRNAs change in heart grafts. The reason for this might be that miRNA expression changes dynamically and miRNA expression varies between different models [34], [35].

In this study, we observed that miR-711 was significantly up-regulated both in I/R injured heart grafts and hypoxia/reperfusion treated primary cardiomyocytes. Despite only a few studies of miR-711 have been reported, available data have shown that miR-711 is expressed in many types of cells [36], [37], [38] and is upregulated under different stresses [39], [40]. For example, a chemical palmitate used to induce insulin resistance increases the expression of miR-711 in mouse muscle C2C12 cells [41]. A study has also shown that miR-711 was significantly upregulated in the myocardium with acute myocardial infarction on day 14 post ischemia [42]. Tranter et al reported shows that cardiac ischemic preconditioning (IPC) of the *in vivo* mouse heart results in decreased levels of miR-711 which was dependent on NF-kB, and that miR-711 post-transcriptionally suppresses Hsp70.3 [43]. A more recent study reported that Pioglitazone (an insulin sensitizing drug with cardio protective effect, it attenuates cardiac fibrosis) increased miR-711 levels in myocardial infarction rats and miR-711 directly targeted and downregulated SP1, leading to reduced collagen-I levels [44]. However, the expression level of SP1 and HSP70 was not altered in I/R injured heart tissues in this study (data not shown). It may be attributed to differences in animal model and injury. Predicted by TargetScan and FINDTAR3, Angiopoietin 1 (ANG1) is a putative target of miR-711. Our data also showed that ANG1 was significantly downregulated in I/R injured hearts and hypoxia-treated cardiomyocytes, suggesting ANG1 might be a target of miR-711. Supportively, Lee et al [45] demonstrated that ANG1 can exert cardio protective effects by preventing vascular leakage and cardiomyocyte death by inhibiting activities of Caspase 3 and Caspase 9. Further study on miR-711 function will help us understand the regulatory roles of miR-711.

Additionally, miR-2137, miR-1893, miR-744, miR-705 and miR-714 are highly expressed in heart tissue and cardiomyocytes as well, suggesting that these miRNA are important for cardiomyocytes survival and growth. However, there are no reports available on miR-2137 and 1893 regarding their functions. Performing computational analysis using TargetScan, two conserved genes, retrograde golgi transport homolog (RGP1) and pleckstrin and Sec7 domain containing (Psd), were predicted as targets of miR-2137, while another 144 genes including calmodulin binding transcription activator 1(Camta1) and furry homolog-like (Fryl) were predicted irrespective of site conservation. 

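Camta1, a calmodulin-binding transcription activator, had 4 probe sets with log2 fold changes of different size, all lower in the I/R grafts. The brightest had log2 signals of 11.18 ± 0.45 (SD, n = 3) in I/R and 11.88 ± 0.23 (SD, n = 2) in non-I/R grafts, a log2 fold change of -0.69 (SE 0.32, adjusted p = 0.416 from limma), and did not pass the unadjusted threshold either. It was -0.43 without I/R 2555. Those of Table S1 had -1.39 (SE 0.29) and -1.44 (SE 0.38; -0.94 without non-I/R 2554) and met the 2-fold criterion, and the fourth had -0.88 (SE 0.34). Its paralog Camta2 had a log2 fold change of -0.11 (SE 0.067), and Nppa, the natriuretic peptide gene, had -0.36 (SE 0.20). With 1 graft left out these ranged from -0.20 to -0.013 and from -0.54 to -0.19.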

The data from the gene expression microarray assay showed that the Camta1 gene was significantly downregulated in I/R injured grafts. It has been shown that CAMTA 1 can activate the expression of the anti-proliferative cardiac hormone natriuretic peptide A (NPPA) in the heart and is recognised as a tumor suppressor [46]. Another family member of CAMTA, the transcriptional coactivator CAMTA2 stimulates cardiac growth by opposing class II histone deacetylases, while the loss of CAMTA2 promotes cardiomyocyte hypertrophy [47]. Taken together, the increased expression of miR-2137 may play a role in I/R injury in heart transplantation through regulating CAMTA 1.

miR-705, miR-714 and miR-744 have not been extensively investigated yet. It has been reported that the expression of miR-714 and miR-744 are significantly higher in mice aorta with vascular calcification [48]. miR-744 is known to be expressed in cardiac valves [49] and involved in cancer cell growth and proliferation [50], [51]. Recent studies have shown that miR-744 targets TGF-β and eukaryotic translation elongation factor 1 alpha 2(eEF1A2) which is able to promote cell growth and inhibit apoptosis [52], [53], [54]. Our data showed that eEF1A2 was decreased in I/R injured hearts, implying that there may be a causative relationship between miR-744 and eEF1A2. Predicted by TargetScan, miR-705 has 89 putative targets including Transmembrane BAX inhibitor motif containing 1 (TMBIM1) with conservative sites. TMBIM1 has been well documented as a part of the Bax Inhibitor-1(BI-1) family that has a similar anti-apoptotic function as Bcl-2 and miR-705 induced inactivation of TMBIM1 may be responsible for the increase rate of apoptosis after I/R injury [55]. Although our cDNA microarray data did not show significant changes of TMBIM1 expression at the mRNA level, we can not rule out TMBIM1 as a putative target of miR-705 because that miRNA functions via translation repression as well. 

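Tmbim1, a membrane protein with a Bax inhibitor motif, had log2 signals of 12.08 ± 0.079 (SD, n = 3) in the I/R grafts and 11.61 ± 0.42 (SD, n = 2) in the non-I/R grafts. Its log2 fold change was 0.47 (SE 0.20, adjusted p = 0.399 from limma), and the unadjusted threshold was not passed. It was 0.17 without non-I/R 2554 and 0.76 without non-I/R 2556. All 3 I/R grafts lay above both non-I/R grafts, which were at 11.32 and 11.91.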

Our data also showed that miR-346 was highly expressed in normal heart tissues and upregulated by I/R. There are 90 putative targets of miR-346 predicted by the TargetScan. Most studies on miR-346 have been investigated in a rheumatoid arthritis model [56], [57]. The expression of miR-346 was positively correlated with the severity of ischemic injury in a mouse hepatic ischemia/reperfusion injury model [58]. It has been demonstrated that miR-346 can target receptor-interacting protein 140 (RIP140), TNFα, Leukemia inhibitory factor (LIF), IL18 and antigen peptide transporter 1 (TAP1) [56], [59], [60]. The expression of LIF was decreased in the I/R injured heart grafts (data not shown), indicating miR-346 may negatively regulate LIF.

miR-24 has previously shown a protective effect on I/R injury [16], [17], [18]. We observed a decrease in the expression of miR-24 in the I/R injured heart grafts but it was not significant. However, we did see a significant reduction of miR-24 in hypoxia-treated primary cardiomyocytes, which is consistent with reported literature [16], [17], [18]. Since an entire heart tissue consists of multiple lineages of cells such as cardiomyocyte, endothelial cell, and fibroblast cell, the expression of miR-24 in heart is an accumulation from all cells in the heart, and other cells may buffer the reduction of miR-24 in cardiomyocytes.

The data from gene expression microarray showed that 48 genes (36 downregulated and 12 up-regulated) were significantly changed with more than three fold in prolonged cold I/R. Among them, some genes have been demonstrated to be involved in the growth and function of cardiac cells. For examples, growth of Ankyrin repeat and suppressor of cytokine signaling box-containing protein (ASB) 15 regulates myoblast differentiation [61]; G protein-coupled receptors 22 (GPCRs 22) which are highly expressed in cardiac myocytes and coronary arteries plays an essential role in the regulation of cardiac contractile function and cardiomyocyte apoptosis [27] and Leucine-rich repeat containing 10 (Lrrc10), a cardiac-specific factor, is crucial for proper cardiac development. 

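Asb15, Gpr22 and Lrrc10 had lower signals in every I/R graft than in both non-I/R grafts. Asb15 had log2 signals of 6.00 ± 0.32 (SD, n = 3) in I/R and 8.91 ± 1.08 (SD, n = 2) in non-I/R grafts, a log2 fold change of -2.91 (SE 0.55), or 7.53-fold, which was -2.15 without non-I/R 2554 and -3.68 without non-I/R 2556. Gpr22 had 6.69 ± 0.35 (SD, n = 3) and 9.40 ± 0.20 (SD, n = 2), a log2 fold change of -2.70 (SE 0.25), or 6.51-fold. Lrrc10, a leucine-rich repeat protein of heart muscle, had 8.04 ± 1.03 (SD, n = 3) and 10.62 ± 0.37 (SD, n = 2), a log2 fold change of -2.58 (SE 0.70), or 5.98-fold. Among the I/R grafts, 2553 had the highest signal of Lrrc10, at 9.22 against 7.62 and 7.28, and without it the log2 fold change was -3.17. By limma the 3 genes met the 3-fold criterion and none passed an adjusted p of 0.05, with adjusted p = 0.29 for Lrrc10.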

Deletion of Lrrc10 in mice results in dilated cardiomyopathy [62]. Furthermore, uncoupling protein 3(UCP3) [63], angiopoietin 1 [45] and growth differentiation factor-15 (GDF-15) [64] are anti-apoptotic genes and show protective effects on I/R injury in non-transplantation settings. Therefore, those altered genes might be good targets for the prevention of I/R injury in heart transplantation.

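Ucp3, a mitochondrial carrier of muscle, had log2 signals of 6.99 ± 0.49 (SD, n = 3) in the I/R grafts and 9.30 ± 0.16 (SD, n = 2) in the non-I/R grafts, a log2 fold change of -2.30 (SE 0.33), or 4.93-fold. Gdf15, a stress-induced cytokine, ran the other way, with 10.24 ± 0.42 (SD, n = 3) and 7.96 ± 0.41 (SD, n = 2), a log2 fold change of 2.28 (SE 0.34), or 4.86-fold. Its probe set was named through Table S1 and tested among all 35556 probe sets (adjusted p = 0.335 from limma). Of 21 measured genes of apoptosis, 14 had higher and 7 had lower mean signals, with a median log2 fold change of 0.11 (camera, adjusted p = 0.101), and 1 was higher and 1 lower adjusted over the list alone. Fry, which tests whether the genes of a list move one way without comparing them with other genes, gave adjusted p = 0.0298 for this list and for no other list under 0.05. By camera the list passed as higher without both 2554 and 2555 (adjusted p = 0.047), and not with 1 graft left out (0.0789 to 0.18).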

In conclusion, our study demonstrates that ischemia reperfusion injury in heart tissue after transplantation is associated with an altered miRNA profile, which will help us to understand roles of miRNA in I/R injury. In addition, this study provides insights into the mechanisms involved in I/R injury and investigate specific miRNA that regulate genes associated with signalling pathways involved in I/R injury. As miRNAs hold great potential as therapeutic targets, expression levels can be modified to prevent, or revert ischemia reperfusion injury that occurs during heart transplantation - minimizing graft failure and increasing graft long-term survival rate.

## Supporting Information

Figure S1 miRNA expression detected by qPCR. miRNA was extracted from heart grafts at day 2 post transplantation as described in Figure 2. cDNA was synthesized using miRScript II RT Kit. The expression of miRNA was detected by qPCR using SYBRGreen systems.
(TIF) Click here for additional data file.

Table S1 Gene expression with two fold changes and p<0.05 in the heart grafts of I/R injury vs.non-IR, detected by gene expression microarray assays.

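All 250 entries of Table S1 were matched to a probe set on the arrays, within 2e-04 of its fold change and 0.001 of its p-value by the methods' t-test, and 163 were lower and 87 higher in the I/R grafts. In each of them the I/R grafts lay on one side of both non-I/R grafts, and in 233 non-I/R 2554 lay farther from the I/R mean than non-I/R 2556. Of the 250, 229 have a single gene symbol, and those 229 also met the 2-fold criterion by limma. By limma 326 probe sets of 298 genes met it, 108 higher and 218 lower, and 97 of these are not in Table S1. Among them was the glycogen targeting subunit Ppp1r3c, with a log2 fold change of -1.67 (SE 0.48). The methods' t-test over all probe sets gave 304, of which 54 are not in Table S1, and the annotation used here lists no gene for 53 of those. Leaving out 1 graft moved the count by limma to 81 without non-I/R 2554, 167 without I/R 2555, 178 without I/R 2557 and 492 without non-I/R 2556. Without both 2554 and 2555 it was 26. Of the 326 probe sets, 170 still differed by 2-fold without non-I/R 2554, 245 without I/R 2555, 294 without I/R 2557, 320 without non-I/R 2556 and 127 without both 2554 and 2555.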

(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

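Gene expression was measured in 5 heart grafts on Affymetrix Mouse Gene ST arrays, 3 after 18 h of cold storage (I/R) and 2 without it (non-I/R). The labels of the samples give the group of each array, and no batch, scan date or replicate number. The authors deposited log2 values made with RMA, in a single table of 35556 probe sets, and the submitters' processing notes name Partek and RMA without versions. No genome build is given in the sources used here, so no coordinates are printed. The authors' RMA step had already corrected the background and put the arrays on a common distribution, so the log2 values were tested as deposited, and no further filter or normalization was applied in the main setting. RMA pulls arrays together, which can hide a change shared by most genes.

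Probe sets were named through the platform annotation, with symbols updated through gene IDs by a table of the GRCm38.p6 assembly, in which 21698 of the probe sets' gene IDs (99.6%) were found. A single symbol was given for 21789 probe sets, several for 1621, and 12146 are not listed. For 998 genes with several probe sets, the one with the highest mean over all 5 arrays was used in gene lists. Differences between groups were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, prior df 0.824), and p-values were adjusted by the Benjamini-Hochberg method at 0.05. Values were tied between at least 2 arrays in 11715 of the 21789 probe sets, of which 757 had the same value on all 5 arrays. Their cause was not tested, since no probe intensities are among the files used. Without those 757 the prior df was 1.44, and with only the 10074 untied probe sets it was 3.05. The study's criteria, 2-fold or 3-fold at an unadjusted p under 0.05, were applied with limma's p and, as an alternative, with the methods' t-test, which is what a one-way comparison of 2 groups gives. Statmod 1.5.0 was loaded with limma, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

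The 44 gene lists, with 774 genes, were fixed after Table 2 and Table S1 had been read and before the array values were examined. Of these genes, 703 were measured. The tests, the alternatives and the rule for the genes named were fixed along with the lists. Those lists cover contraction, calcium handling, ion channels, cardiac transcription factors, the fetal program, metabolism, ubiquitin ligases, stress responses, ribosome and snoRNA genes, cell cycle, apoptosis, vessels, inflammation, interferon responses and markers of blood, immune, stromal, vascular, nerve, fat, atrial and ventricular cells and of sex. A gene counts as measured if a probe set has its symbol as the single one in the platform annotation. Probe sets named only through Table S1, such as those of Gdf15, Acsl1, Cacnb2 and Ifi44, were not counted in any list. Lists with at least 5 measured members were tested with camera (preset correlation 0.01), and with an estimated correlation and with fry as alternatives. Named genes are those the paper names, any gene of Table 2, Table S1 or Figure 6 (whose values had been seen there), the largest rises and falls at the 2-fold criterion with separated groups, and the members of each list with the smallest p, with others where needed to describe a list.

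The steps were tested on simulated data with the groups and spread of these arrays, and with genes independent of each other. On the real arrays, estimated correlations within lists reached 0.861, for ribosome biogenesis, and 11715 probe sets had tied values. The simulated shares therefore check the steps and do not estimate what is recovered on these arrays. In 10 draws with 200 of 21789 probe sets changed, the 2-fold criterion recovered 49% of those changed by 1 on the log2 scale, 99.3% of those changed by 2 and 0.0797% of the unchanged ones, and an adjusted p of 0.05 recovered 58.5% and 84.9% and 0.045%. Alternatives were other settings of eBayes, array weights, other normalizations, filters on dim probe sets, all probe sets, 1 probe set for each gene and leaving out each array in turn. Leaving out arrays 2554 and 2555 together and leaving out probe sets with tied values were added after the data had been seen. The miRNA arrays, RT-PCR, histology and Western blots were not analysed here.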

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

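The tests of a lower share of cardiomyocyte RNA, of pairs of grafts by Myl7 signal and of other splits of the grafts were chosen after the results had been seen, and that of a second list of atrial genes was written before its result.

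Several gene groups that the paper does not discuss for these arrays were called by camera as higher in the I/R grafts. Ribosome biogenesis genes had a median log2 fold change of 0.61 (0.33 without non-I/R 2554), inflammatory cytokines and adhesion molecules 0.12 (adjusted p = 0.0122) and neutrophil markers 0.86, each with a camera adjusted p under 0.05 that was lost with an estimated correlation (adjusted p from 0.426 to 0.634). Mean deviations of the inflammatory list were -0.033, 0.39 and -0.056 in I/R 2553, 2555 and 2557. Those of non-I/R 2554 and 2556 were -0.090 and -0.21, so only I/R 2555 stood well apart. The inflammatory median was 0.29 without I/R 2553, 0.28 without non-I/R 2554, 0.071 without I/R 2555 and 0.20 without I/R 2557. The inflammatory call was also lost without I/R 2555 (adjusted p = 0.119) or non-I/R 2556 (0.33), over a range of 0.00104 to 0.33 with 1 graft left out, and with array weights (0.0631), without the dimmer 50% of probe sets (0.0641, with a median of 0.42) and with untied probe sets alone (0.0948). At the 2-fold criterion, 44 probe sets higher in the I/R grafts by the methods' t-test over all probe sets are not in Table S1.

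Lower signals of heart muscle genes in the I/R grafts may reflect a smaller share of cardiomyocyte RNA, atrial tissue in the sampled piece or regulation in the cells. A smaller share would raise the markers of every other cell type alike, by an amount that was not estimated. Over 104 markers of endothelial, fibroblast, smooth muscle, macrophage, T and B cells the median log2 fold change was -0.025 (95% bootstrap interval over genes -0.11 to 0.035). Of these, 48 were above 0, so no general rise was seen. With 1 graft left out, macrophage medians ranged from -0.26 to 0.29 and endothelial ones from -0.015 to 0.10, so a small rise is not excluded. The 19 neutrophil markers had 0.86, but the paper reports neutrophil infiltration, so they do not measure such a rise. In all 6 pairs of an I/R and a non-I/R graft the 137 genes of the heart muscle lists had a negative median log2 difference. This sign was already known from the list means when the test was chosen. The medians were -0.60 and -0.53 (-0.62 to -0.47) in 2 pairs with less Myl7 signal in the I/R graft and -0.90 (-0.99 to -0.81) at like signal. In 3 pairs with more signal they were -0.46, -0.76 and -0.38 (-0.44 to -0.34), which atrial tissue would also give. The pairs with less or like signal argue against atrial tissue as the whole cause. The intervals cover genes and not grafts. The pairs with less or like signal share non-I/R 2554, and the pairs with more share non-I/R 2556. A difference between the pairs with more signal and the others can therefore not be told apart from the choice of non-I/R graft. Against non-I/R 2554 the median was lower at like signal (-0.90) than at less signal (-0.60 and -0.53). Those pairs also differ in the I/R graft. Regulation in the cells stays open as a hypothesis, and was not tested apart from the effect of storage itself.

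Atrial genes differed between grafts of one group, with Myl4 at 12.15 in non-I/R 2554 and 7.94 in non-I/R 2556, and different amounts of atrial tissue could be the cause. All 8 measured atrial markers had higher signals in 2554 than in 2556, among them Dkk3 at 8.32 against 6.14. In a second list of 10 measured atrial genes the median log2 difference between the grafts with the higher and the lower Myl7 signal was 0.21 (0.036 to 0.56) in the non-I/R grafts and 0.10 (-0.14 to 0.45) in the I/R grafts. Neither reached the 0.3 set beforehand for that cause, nor did both lie under the bound of 0.1 set against it. Of the 10 genes, 8 were higher in the non-I/R comparison and 6 in the I/R comparison. Vsnl1, Isl1 and Nr2f1 had the same value on several arrays, which can keep the median low. The test can therefore not decide, and the amounts of atrial tissue cannot be told apart from other differences between these grafts. No other explanation of these differences was tested.

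Over the 10 ways to split the grafts into 3 and 2, the real split gave the largest count at an unadjusted p under 0.05 (1 of 10 splits with as many), 3265 probe sets against 1845 for the next, which set 2553, 2554 and 2556 against the others. So few splits cannot give a share under 0.05.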

How the results depend on the processing

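Leaving out arrays 2554 and 2555 together or probe sets with tied values was chosen after the data had been seen, and the other settings here were set beforehand. Without the 757 probe sets equal on all arrays, 370 met the 2-fold criterion and 22 lists were called, and with untied probe sets alone 399 and 18. Of 114 probe sets named in the text, 4 turned sign in a setting and none passed an adjusted p of 0.05 in any. With 1 graft left out, Lif ranged from -0.031 to 0.18, Tap1 from -0.20 to 0.055, Myl4 from -1.44 to 2.77 and Myl7 from -1.88 to 3.27. By limma no gene passed an adjusted p of 0.05 under any setting, at 0.10 as well, and the methods' t-test gave 2. The count at the 2-fold criterion ranged from 81 to 492 with 1 graft left out and was 26 without 2554 and 2555, and other settings gave 230 to 438. At the 3-fold criterion it ranged from 19 to 146, was 2 without both arrays, and was 48 to 83 under other settings. Of the 326 probe sets, 170 still differed by 2-fold without 2554. Smaller groups also change the test itself, and beyond that the cause was not tested. Camera called 21 lists, 18 to 22 under other settings, 0 with an estimated correlation and 1 by fry, which is another test. Medians of lists that had not passed turned sign in some settings. Quantile normalization gave 0.042 for heat shock, 0.0096 for smooth muscle, 0.0082 for epicardial and 0.0041 for adipocyte markers. Array weights gave 0.000119 for heat shock, -0.084 for macrophage and 0.035 for epicardial markers, cyclic loess -0.0040 for macrophage and median-centred arrays 0.0064 for epicardial markers. Without the dimmer probe sets, atrial markers had 0.035. Without 2554 and 2555, atrial markers had 0.40, the unfolded protein response 0.059, heat shock 0.013, endothelial -0.017 and epicardial markers 0.011. With 1 graft left out, medians ranged from -1.37 to 0.44 for atrial, -0.26 to 0.29 for macrophage, -0.37 to 0.091 for dendritic cell, -0.086 to 0.070 for epicardial, -0.015 to 0.10 for endothelial and -0.057 to 0.0043 for smooth muscle markers and from -0.093 to 0.35 for the fetal program. Of lists that had passed, glycolysis alone turned sign, to 0.0012 with all probe sets of a gene, where its call was lost. In each of these the cause was not tested. The share of higher probe sets at the 2-fold criterion was 33.1%, and 28.9% to 35.0% with other normalizations. No paired analysis was possible because the labels give no replicate numbers shared between the groups. What the signal over background limits was not measured, since the files hold no background values.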

Differences from the paper's values

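In the main setting, no count or fold change the paper states for the arrays differed from the value found here by more than 1.5 times or the spread, at the study's own thresholds. The paper's counts are 250 genes at 2-fold and 48 at 3-fold (36 lower and 12 higher), and by limma they were 326 and 61 (46 and 15), with 230 and 48 by the methods' t-test on the same probe sets. In other settings counts differed by over 1.5 times. At 2-fold they were 390 with array weights, 383 with quantile normalization, 380 with cyclic loess, 377 with median-centred arrays, 438 with all probe sets, and 404, 81 and 492 without I/R 2553, non-I/R 2554 and non-I/R 2556. At 3-fold they were 81 with array weights, 83 with all probe sets, and 98, 19, 31 and 146 without I/R 2553, non-I/R 2554, I/R 2555 and non-I/R 2556.

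The paper states that most genes past the threshold differed by 1.5- to 2-fold. Here 24.1% of the probe sets at an unadjusted p under 0.05 did so and 65.9% differed by less, while of those with at least a 1.5-fold difference 70.7% lay in that range. With 50% of the probe sets, the dimmest, left out the share was 29.8%, and with the methods' t-test 24.0%. The counts by size of change of the 250 entries of Table S1 match those printed in Figure 5.

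The paper describes most altered genes as having intensities of around 1000 to 2000 units. On the scale used here, 2 to the power of the RMA value, 14.7% of the probe sets at the 2-fold criterion and 15.2% of those of Table S1 lay in that range, with 16% in the I/R and 20% in the non-I/R grafts for Table S1, and 53.2% of Table S1 lay under 500 units. The paper's text does not name the scale of its units.

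The paper states that Camta1 was lower in the I/R grafts. Its brightest probe set here, at -0.69 on the log2 scale, did not pass the unadjusted threshold, while the probe sets of Table S1, at -1.39 and -1.44, did.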

Other observations

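Beside the heart muscle genes, lists of neutrophil, interferon and sterol genes differed between the grafts. Among 19 neutrophil markers 15 had higher mean signals in the I/R grafts (camera, adjusted p = 0.000105; adjusted p = 0.426 with an estimated correlation), with the gelatinase Mmp9 at a log2 fold change of 1.45 (SE 0.39), the lectin receptor Clec4e at 0.88 (SE 0.17), Ly6g at 0.75 (SE 0.15) and the calgranulin S100a8 at 0.86 (SE 0.28), while lipocalin, Lcn2, which heart muscle also makes, had -0.59 (SE 0.14) and myeloperoxidase, Mpo, -0.12 (SE 0.10). None of the 19 passed adjusted over the list alone, 9 were higher and 1 lower at an unadjusted p under 0.05, and 3 were higher at the 2-fold criterion. Mpo ranged from -0.19 to -0.038 with 1 graft left out. Macrophage and monocyte markers had a median of 0.015 over 23 genes (adjusted p = 0.507), with Chil3 at 1.13 (SE 0.22) and the chemokine receptor Ccr2 at 0.72 (SE 0.20). Without non-I/R 2554 or I/R 2557 that list passed as higher (adjusted p = 0.0416 and 0.0471, over a range of 0.0416 to 0.873). Markers of T and NK cells, B cells, dendritic cells, fibroblasts, smooth muscle, epicardium and fat had medians of -0.079, 0.030, -0.10, -0.12, -0.038, -0.022 and -0.040, with adjusted p from 0.0924 to 0.904, and with 1 graft left out those of T and NK cells and of fibroblasts ranged from -0.098 to -0.021 and from -0.29 to -0.022. Inflammatory cytokines and adhesion molecules, 27 genes, had 0 genes past the threshold adjusted over the list alone and 3 higher at an unadjusted p under 0.05, namely the growth factor Csf1 with 0.59 (SE 0.12), the interleukin-1 antagonist Il1rn with 0.43 (SE 0.12) and Tnf with 0.69 (SE 0.20).

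Interferon-gamma GTPases and antigen processing genes had lower mean signals in 14 of 16 genes, with a median log2 fold change of -0.48 (adjusted p = 0.00261; adjusted p = 0.634 with an estimated correlation), none past the threshold adjusted over the list alone, none higher and 4 lower at an unadjusted p under 0.05 by limma, and 3 lower at the 2-fold criterion, which were the GTPases Iigp1, Gm4951 with -1.93 (SE 0.42) and Gbp4 with -1.20 (SE 0.35; -0.79 without non-I/R 2554). Type I interferon response genes had a median of -0.19 over 20 genes (adjusted p = 0.0114; adjusted p = 0.634 with an estimated correlation), with Xaf1, at -0.21 (SE 0.023), the 1 gene lower adjusted over the list alone. Ifi44, whose probe set is named only through Table S1 and is not counted in this list, had -1.20 (SE 0.26). Mean deviations of the type I list were -0.021, 0.14 and -0.30 in I/R 2553, 2555 and 2557. Non-I/R 2554 and 2556 were at 0.15 and 0.044, so I/R 2555 lay between them and I/R 2557 was the lowest. Both calls were lost without non-I/R 2554 (adjusted p = 0.0822, with a median of -0.22, and 0.104) and without I/R 2557 (0.0507, and 0.112 with a median of -0.099), and with 1 graft left out they ranged from 0.00151 to 0.0822 and from 0.000193 to 0.112. The first was also lost without both 2554 and 2555 (0.182) and the second with untied probe sets alone (0.0628). Genes of cholesterol synthesis had a median of 0.14 over 17 genes (adjusted p = 0.00861; adjusted p = 0.496 with an estimated correlation), with 1 higher adjusted over the list alone and 2 at 2-fold, Sqle with 1.01 (SE 0.14) and Msmo1 with 1.04 (SE 0.20). The call was lost without I/R 2553 (median 0.056, adjusted p = 0.109, over a range of 0.00221 to 0.109), without the dimmer 50% of probe sets (0.15) and with untied probe sets alone (0.0601). NRF2 targets had a median of 0.51 over 17 genes (adjusted p = 0.0258; adjusted p = 0.426 with an estimated correlation), none past the threshold adjusted over the list alone, 10 higher and 2 lower at an unadjusted p under 0.05 by limma, and 3 higher and 1 lower at 2-fold, among them the cystine transporter Slc7a11 with 1.45 (SE 0.37) and the glutathione transferase Gsta3 with -1.25 (SE 0.24), while heme oxygenase, Hmox1, had 0.91 (SE 0.22). That call was lost without I/R 2553 (adjusted p = 0.0504), I/R 2555 (0.0789) or non-I/R 2554 (0.104), over a range of 0.0218 to 0.104. It was also lost with camera on ranks (0.0605), median-centred arrays (0.074), quantile normalization (0.0603), all probe sets of a gene (0.0739), untied probe sets alone (0.166) and without both 2554 and 2555 (0.327).

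Heat shock genes, the unfolded protein response and hypoxia targets had median log2 fold changes of -0.035, -0.098 and 0 (adjusted p = 0.925, 0.536 and 0.925), the last because the middle gene had the same value on all 5 arrays, and the fetal and hypertrophic program had 0.31 (adjusted p = 0.507). With 1 graft left out, heat shock ranged from -0.076 to -0.0061 and the unfolded protein response from -0.20 to -0.0083. Hypoxia targets ranged from -0.11 to 0.021 and the fetal and hypertrophic program from -0.093 to 0.35. Atrial markers had -0.26 (adjusted p = 0.536), and were lower without non-I/R 2556 (median -1.37, adjusted p = 0.0115, over a range of 0.0115 to 0.796). Lists with under 5 measured members were not tested: ventricular markers had a median of -0.63 over 4 genes, with Irx4 at -1.23 (SE 0.27), snoRNA host genes 0.27, Schwann cell markers -0.044, erythroid markers 0.050, Y-linked genes -0.15 and the X-inactivation gene 0, with the same value on all 5 arrays.

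Genes that the paper discusses beside its miRNAs, without naming the arrays as the source, had these log2 fold changes. The paper states, without showing the data, that SP1 and HSP70 were not altered in the I/R grafts and that LIF was decreased. It also reports a decrease of eEF1A2. Hspa1a, an inducible heat shock protein, had 0.71 (SE 0.14), Eef1a2, the elongation factor of muscle, -0.79 (SE 0.15), and both passed the unadjusted threshold by limma but not an adjusted p of 0.05. Every I/R graft lay above both non-I/R grafts for Hspa1a, which differs from the paper's statement on HSP70. Sp1 had 0.073 (SE 0.055) and the cytokine Lif 0.067 (SE 0.15), so the decrease of LIF that the paper states was not seen here. Nrip1 had 0.091 (SE 0.10), Il18 0.14 (SE 0.092), Tap1 -0.068 (SE 0.18), Fryl -0.42 (SE 0.18) from its brightest probe set and -0.63 (SE 0.14) and -0.60 (SE 0.21) from others that passed the unadjusted threshold, Rgp1 0.12 (SE 0.033), Psd -0.057 (SE 0.058) and Pdcd4 -0.88 (SE 0.45). With 1 graft left out, Sp1 ranged from 0.040 to 0.12, Nrip1 from 0.0068 to 0.14 and Il18 from 0.038 to 0.23. Psd ranged from -0.081 to -0.0087 and the brightest probe set of Fryl from -0.57 to -0.27. Lif and Tap1 turned sign, with ranges of -0.031 to 0.18 and -0.20 to 0.055.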
